# Silencing miR-21-5p in sensory neurons reverses neuropathic allodynia via activation of TGF-**β**–related pathway in macrophages

**DOI:** 10.1172/JCI164472

**Published:** 2023-06-01

**Authors:** Lynda Zeboudj, George Sideris-Lampretsas, Rita Silva, Sabeha Al-Mudaris, Francesca Picco, Sarah Fox, David Chambers, Marzia Malcangio

**Keywords:** Immunology, Neuroscience, Cellular immune response, Macrophages, Pain

## Abstract

Neuropathic pain remains poorly managed by current therapies, highlighting the need to improve our knowledge of chronic pain mechanisms. In neuropathic pain models, dorsal root ganglia (DRG) nociceptive neurons transfer miR-21 packaged in extracellular vesicles to macrophages that promote a proinflammatory phenotype and contribute to allodynia. Here we show that miR-21 conditional deletion in DRG neurons was coupled with lack of upregulation of chemokine CCL2 after nerve injury and reduced accumulation of CCR2-expressing macrophages, which showed TGF-β–related pathway activation and acquired an M2-like antinociceptive phenotype. Indeed, neuropathic allodynia was attenuated after conditional knockout of miR-21 and restored by TGF-βR inhibitor (SB431542) administration. Since TGF-βR2 and TGF-β1 are known miR-21 targets, we suggest that miR-21 transfer from injured neurons to macrophages maintains a proinflammatory phenotype via suppression of such an antiinflammatory pathway. These data support miR-21 inhibition as a possible approach to maintain polarization of DRG macrophages at an M2-like state and attenuate neuropathic pain.

## Introduction

Peripheral neuropathy is a debilitating condition that often leads to severe and chronic neuropathic pain, for which novel treatment strategies are needed because current drugs have limited efficacy and severe side effects (1, 2). In neuropathic pain states, neuronal activity at the site of nerve injury, in dorsal root ganglia (DRGs), and the dorsal horn of the spinal cord provokes immune system responses. Thus, central and peripheral sensitizations are facilitated by microglia, the resident immune cells of the CNS, and monocytes/macrophages in the PNS, respectively (3, 4).

Macrophages are a diverse cell population that exhibits remarkable plasticity after injury and disease and expresses specific hallmarks of their tissue of residence (5–7). Besides a primary function in host defense and inflammatory response, macrophages can release mediators, such as cytokines, that sensitize sensory neurons and contribute to neuropathic pain mechanisms (8). Specifically, after peripheral nerve injury, sensory neuron–associated macrophages (sNAMs) accumulate in lumbar DRGs and at the site of nerve injury (9–11), and play a mechanistic role, as monocyte/macrophage depletion prevents neuropathic pain-like behavior (12, 13). In response to peripheral axon injury, sensory neuron cell bodies upregulate chemokines such as CCL2, which promotes infiltration of monocytes/macrophages in DRGs (14, 15) through the satellite cell sheath around the primary sensory neuron in an attempt to clear damaged neurons (16, 17). Hence, blood-derived macrophages engraft the pool of sNAMs, rapidly skew to a proinflammatory M1-like phenotype, and facilitate mechanisms of chronic pain (16). Conversely, M2-like macrophages play an antinociceptive role in the resolution of chronic pain, as for instance they can transfer mitochondria contained in vesicles to sensory neurons, which have a high metabolic demand under inflammatory pain conditions (18).

Therefore, the definition of specific modalities that underlie DRG neuron-macrophage communication in initiation, maintenance, and resolution of neuropathic pain holds considerable promise toward the identification of targets for novel antinociceptive strategies.

In this study, we focused on a DRG pathway that includes the upregulation of miR-21 in nociceptive neurons after peripheral injury, and neuron-mediated transfer of exosomes containing miR-21 to macrophages to promote a proinflammatory M1-like phenotype (16). Such a neuron-derived miR-21 contributes to neuropathic pain mechanisms, as both conditional knockout of miR-21 in sensory neurons (miR-21 cKO) and intrathecal delivery of a miR-21 antagomir (antagomir-21) attenuate the development of allodynia (16, 19–21). Notably, DRG macrophages isolated from miR-21–cKO mice show significant alteration of miR-21 predicted targets 7 days after peripheral nerve injury (spared nerve injury, SNI) (16). Since a single microRNA (miRNA) can address a multitude of genetic and epigenetic changes, here we identified miR-21 posttranscriptional targets in macrophages following SNI. Our rationale is that the identification of miR-21–mediated mechanisms that regulate macrophage polarization toward a pronociceptive phenotype can provide elements that can be targeted in macrophages, for instance through DRG-specific delivery of nanoparticles.

## Results

### miR-21 induces a specific gene expression profile in macrophages.

Further analysis of our genome-wide microarray in WT and miR-21–cKO DRG macrophages (16) revealed dysregulation of genes associated with cell-cell communication, GPCR ligand binding, and TGF-β signaling. Specifically, *Tgfbr2* (the gene coding for TGF-β receptor 2, TGF-βR2), was upregulated in cKO macrophages compared with WT (*Tgfbr2*: *P* = 0.05, 3.02-fold increase) alongside *Tgfbr3* (coreceptor of *Tgfbr2*), *Tgfb1* (ligand for both receptors), and *Nfya* (encoding nuclear transcription factor Y), which regulates *Tgfbr2* transcription (22) (Supplemental Figure 1A; supplemental material available online with this article; https://doi.org/10.1172/JCI164472DS1). Such gene changes in DRG macrophages were strengthened by results obtained in peritoneal macrophages (PMs) transfected with antagomir-21 to downregulate endogenous expression of miR-21, and then exposed to sensory neuron–derived exosomes overexpressing miR-21 to promote transfer of miR-21 from neurons to macrophages. 

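RNA from PMs was read on 12 Affymetrix mouse expression arrays, which fall into 6 groups of 2 arrays. The PMs were transfected with lipofectamine alone, with a scramble oligonucleotide or with antagomir-21, an antisense oligonucleotide that binds miR-21, and each of these received exosomes of sensory neurons carrying either miR-21 or a GFP reporter. The paper's methods give 48 h of culture after transfection and 3 biological replicates per condition, and the sample labels give 2 replicates per group. The labels name NuGEN amplification and labeling kits and the methods a WT Pico kit. Resident macrophage genes were strongly read: *Csf1r*, the receptor for macrophage colony-stimulating factor, had a log2 signal of 16.43 ± 0.67 (SD, n = 12 arrays), *Adgre1*, which encodes F4/80, 12.87 ± 0.64 (SD, n = 12), and *Lyz2*, which encodes lysozyme, 16.94 ± 0.82 (SD, n = 12). *Vmp1*, which overlaps the gene of the miR-21 precursor, was at 11.31 ± 0.45 (SD, n = 12), whereas mature miR-21 is not read by these arrays. The deposited values are log2 signals scaled to a common trimmed mean on each array, not the quantile-normalized values that the methods describe. Of 45037 probe sets, 1 per gene was kept, the one with the highest mean signal, which left 18193 genes. Groups were compared with limma, which pooled the spread over all 6 groups, and gene lists with its camera test. The precision is limited by 2 arrays per group, for which the smallest p of an exact 2-sided permutation test is 0.333. Arrays of one group correlated across genes with a mean r of 0.591 (6 pairs), and arrays of different groups with a mean r of 0.602 (60 pairs; exact 1-sided permutation p = 0.751 over 10395 ways to pair the arrays). With changes added to simulated data of the same spread, a log2 change of 4 passed an adjusted p under 0.05 from limma in 2% of genes and in 18% of those above the third quartile of signal, and a log2 change of 6 in 25.2% and 68.8%.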

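In PMs given GFP exosomes, antagomir-21 went with lower signals of *Gabra6* (gene ID 14399), which encodes a subunit of the GABA-A receptor, and of *Efna4*, which encodes an ephrin ligand, and with a higher signal of *Coa4* (gene ID 68185), an assembly factor of cytochrome oxidase. *Gabra6* was at a log2 signal of 2.75 ± 0.53 (SD, n = 2) with antagomir-21 and 8.27 ± 0.10 (SD, n = 2) with scramble, a log2 fold change of −5.53 (SE 1.04). *Coa4* was at 9.14 ± 0.46 (SD, n = 2) against 4.56 ± 0.25 (SD, n = 2), a log2 fold change of 4.58 (SE 1.04). The log2 fold changes of *Efna4* and *Pnmal1* were −5.40 (SE 1.04) and −5.07 (SE 0.98), and those of *Sycp2l* and *Gadl1* were 5.09 (SE 1.18) and 4.81 (SE 1.17). None of these genes passed the test (adjusted p = 0.698 from limma for each). Among the fixed gene lists, lysosome and endocytosis genes were higher after antagomir-21, in 27 of 30 measured members (median log2 fold change 0.89, adjusted p = 0.00448 from camera), and so were cytosolic ribosomal proteins, in 34 of 42 (median 0.70, adjusted p = 0.0102). Neither list passed with an estimated correlation (adjusted p = 0.888 for both), and 0 members of either passed limma's test when adjusted over the list alone. *Cd68*, a lysosomal membrane protein of macrophages, had a log2 fold change of 1.91 (SE 1.14), and the ribosomal *Rplp2* 1.81 (SE 1.03), or 0.68 and 0.93 without scramble with GFP exosomes replicate 1 and 3.14 and 2.68 without replicate 2. In the same comparison large peritoneal macrophage identity genes had a median of 0.64 (20 of 23 higher, adjusted p = 0.0517), dendritic cell markers −1.44 (7 of 10 lower, 0.0541) and sensory neuron markers −1.34 (15 of 19 lower, 0.0517). The lysosome and ribosome calls ended after quantile normalization (adjusted p = 0.134 and 0.463), without scramble with GFP exosomes replicate 1 (0.610 and 0.357) and without antagomir-21 with GFP exosomes replicate 2 (0.0591 and 0.255). When antagomir-21–transfected PMs received miR-21 exosomes in place of GFP exosomes, *Brca1* (gene ID 12189), a DNA repair gene, was at a log2 signal of 8.83 ± 0.71 (SD, n = 2) against 3.10 ± 0.15 (SD, n = 2), a log2 fold change of 5.72 (SE 1.06). *Chek1* (gene ID 12649), a kinase of the DNA damage checkpoint, was at 4.09 ± 0.05 (SD, n = 2) against 8.94 ± 0.00 (SD, n = 2), a log2 fold change of −4.85 (SE 0.94). *Prpsap2* and *Gtf2e2*, a subunit of the transcription factor TFIIE, had log2 fold changes of 4.68 (SE 0.84) and 4.86 (SE 0.89), and *Slitrk2* and *Dipk2b* had −4.47 (SE 0.94) and −4.71 (SE 0.99). Each had an adjusted p of 0.516 from limma. At an unadjusted p under 0.05, limma gave 979 genes with antagomir-21 against scramble (324 higher, 655 lower). It gave 1033 with miR-21 against GFP exosomes after antagomir-21 (700 higher, 333 lower). For the latter the split was 529 higher and 382 lower after quantile normalization, and 582 and 406 after median centring. A share of 0.05 of all genes is 909.65. In 50 simulations of antagomir-21 against scramble without any effect, the number of genes was held at 979. Means of 489.78 were higher and 489.22 lower, and the fixed total cannot show whether 979 is an excess. In the simulated data with added changes, 5.43% of unchanged genes passed the unadjusted threshold. Here 5.38% of all genes did, so no excess is seen. At an adjusted p under 0.05 limma gave 0 in both comparisons. An unpaired test on the compared arrays alone, which the paper names for its comparisons of 2 groups though not for the arrays, gave 1051 and 972 at an unadjusted p and 0 in both at an adjusted p. Of the genes past the unadjusted threshold, 84.0% and 85.1% lay below the median signal. The count for antagomir-21 was 678 (406 higher, 272 lower) without scramble with GFP exosomes replicate 1 and 1595 (861 higher, 734 lower) without replicate 2, and after quantile normalization it was 852 (372 higher, 480 lower). The count for miR-21 exosomes was 1424 (557 higher, 867 lower) without antagomir-21 with miR-21 exosomes replicate 2.

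**Figure D1:**
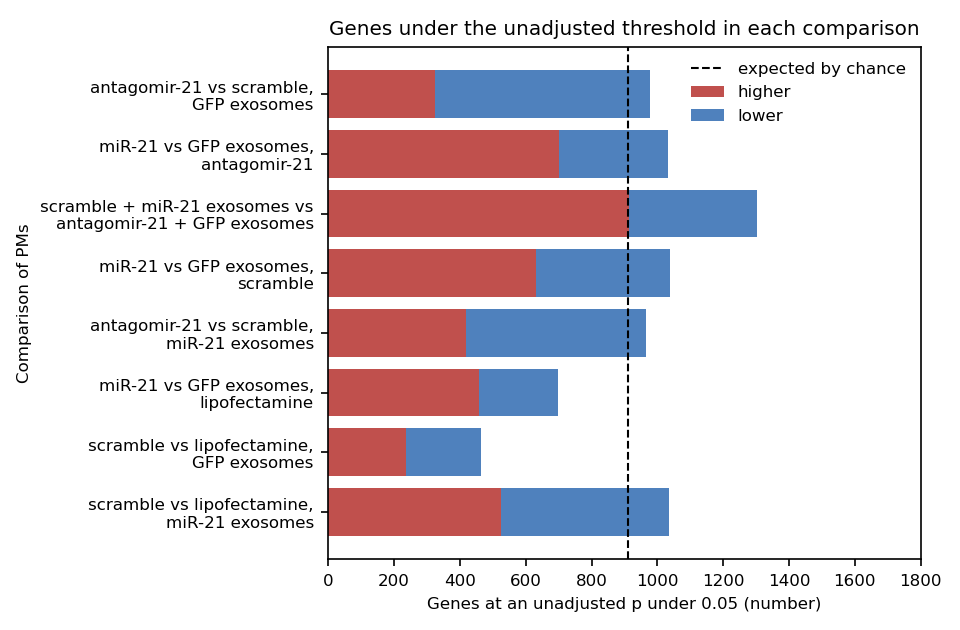
Number of genes at an unadjusted p under 0.05 from limma in 8 comparisons of 2 against 2 arrays. Bars are stacked by genes higher and lower in the first-named group, and the dashed line marks 909.65 genes, a share of 0.05 of those tested. Simulations without any effect, held at 979 genes for antagomir-21 against scramble with GFP exosomes, gave means of 489.78 higher and 489.22 lower. Their total was fixed and gives no count without an effect. In simulated data of that comparison with added changes, 5.43% of unchanged genes passed, slightly more than the share of the line. Of the bars, the one for scramble with miR-21 exosomes against antagomir-21 with GFP exosomes reaches 1304.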

We found 816 differentially expressed genes (DEGs) compared with antagomir-21–transfected PMs, which themselves displayed 4,979 genes that were differentially regulated compared with scramble-transfected PMs (Supplemental Figure 1, B and C). Since macrophages exposed to neuronal exosomes overexpressing miR-21 showed 2,922 DEGs compared with antagomir-21–treated PMs (Supplemental Figure 1, B and C), these data suggest that neuron-derived miR-21 modulates the transcriptional profile in macrophages in addition to endogenous miR-21. 

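Scramble-transfected PMs given miR-21 exosomes, compared with antagomir-21–transfected PMs given GFP exosomes, had lower signals of lysosomal, ribosomal, stress and metabolic genes and higher signals of dendritic cell markers. The 8 list calls rest on camera's preset correlation, and none held with an estimated one (adjusted p = 0.562 with an estimated correlation for the respiratory chain and 0.494 for each of the other 7). In the lysosome and endocytosis list, 26 of 30 members were lower, with a median log2 fold change of −1.07 (adjusted p = 0.00105 from camera). *Psap*, which encodes the precursor of the saposins, was at a log2 signal of 14.34 ± 0.76 (SD, n = 2) against 16.39 ± 0.05 (SD, n = 2), and *Ctsd*, which encodes cathepsin D, had a log2 fold change of −2.06 (SE 1.22). Cytosolic ribosomal proteins were lower in 34 of 42 members (median −0.57, adjusted p = 0.00346), among them *Rpl12* at −3.29 (SE 0.90), which was 0.67 with lipofectamine in place of scramble. Of the stress lists, heat shock and oxidative stress genes were lower in 26 of 28 (median −0.67, adjusted p = 0.00998; *Txnrd1*, a thioredoxin reductase, −2.19, SE 0.91) and unfolded protein response genes in 22 of 29 (median −0.76, adjusted p = 0.0203). *Hspa5*, the endoplasmic reticulum chaperone BiP, was at 11.82 ± 1.14 (SD, n = 2) against 14.16 ± 0.20 (SD, n = 2), a log2 fold change of −2.34 that was −1.54 without scramble with miR-21 exosomes replicate 1. Glycolysis genes were lower in 18 of 21 (median −0.56, adjusted p = 0.0247; *Pgam1* −2.27, SE 0.98), and cholesterol synthesis and uptake genes in 16 of 20 (median −0.63, adjusted p = 0.0352). *Fdps*, an enzyme of the mevalonate pathway, was at 4.99 ± 0.25 (SD, n = 2) against 9.59 ± 0.07 (SD, n = 2). Mitochondrial respiratory chain genes were lower in 41 of 57 (median −0.30, adjusted p = 0.0203; *Ndufb10* −3.38, SE 1.34), but their median was 0.09 after quantile normalization. The array means of this list were 10.47 and 11.52 against 11.44 and 11.57. Its lower mean thus rests on scramble with miR-21 exosomes replicate 1, without which the direction of camera's test turned. Dendritic cell markers were higher in 8 of 10 (median 1.51, adjusted p = 0.0366), with 3 members past an unadjusted p under 0.05 and 1, *Kmo* at 4.04 (SE 1.01), when adjusted over the list alone. Mesothelial and fibroblast markers were higher in 15 of 18 (median 1.43, adjusted p = 0.0553), with *Krt8*, an epithelial keratin, at 5.94 (SE 1.42), alone passing when adjusted over the list alone. Other cell-type markers gave no call and did not all lean the same way. Sensory neuron markers had a median of 0.87 (12 of 19 higher, adjusted p = 0.104), T and NK cell markers 0.98 (11 of 14 higher, 0.221) and eosinophil markers 0.96 (5 of 6 higher, 0.221). Large peritoneal macrophage identity genes had −0.56 (17 of 23 lower, 0.0931). B cell markers had array means of 9.21 and 9.58 against 9.87 and 9.45. Schwann and satellite glia markers had 9.23 and 8.49 against 9.28 and 8.50. No list passed after quantile normalization (lowest adjusted p = 0.240). The arrays also differ in the spread of their signals, which moves bright genes together (SD 2.04 and 2.29 against 2.47 and 2.48). Spread may thus account for a part of the lower lists. Relative to genes of matched brightness, ribosomal means were 0.48 and −0.47 against 0.07 and 0.29, which overlap. Lysosome means were 0.13 and −0.29 against 0.39 and 0.38. This matching was chosen after the results were seen and was not done for the other lists. All 8 calls ended without scramble with miR-21 exosomes replicate 1 (adjusted p = 0.252 to 0.962). Without antagomir-21 with GFP exosomes replicate 2 the lysosome list alone passed (0.0175; others 0.0668 to 0.311), and without replicate 1 of that group the unfolded protein, glycolysis and cholesterol calls ended (0.116, 0.116 and 0.140). Across all genes, *Egfl7*, a secreted factor of endothelial cells, was at 9.62 ± 0.49 (SD, n = 2) against 3.73 ± 0.72 (SD, n = 2), and *Supt6*, a transcription elongation factor, at 6.38 ± 0.35 (SD, n = 2) against 11.53 ± 0.04 (SD, n = 2). *H2ap* and the iodide transporter *Slc5a5* had log2 fold changes of 6.23 (SE 1.07) and 4.99 (SE 0.86), and *Dipk1a* and *Tmem88b* −4.18 (SE 0.79) and −3.97 (SE 0.78). These 6 genes each had an adjusted p of 0.293 from limma. With lipofectamine in place of scramble, *Tmem88b* was at 0.69. At an unadjusted p under 0.05 there were 1304 genes (913 higher, 391 lower) and at an adjusted p 0, beside 1346 (682 higher, 664 lower) and 0 by the unpaired test. The split was 654 higher and 530 lower after quantile normalization, 671 and 569 after median centring, and 634 and 747 without scramble with miR-21 exosomes replicate 1. The paper's text does not name the transfection of the PMs in this comparison, and scramble was used.

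**Figure D2:**
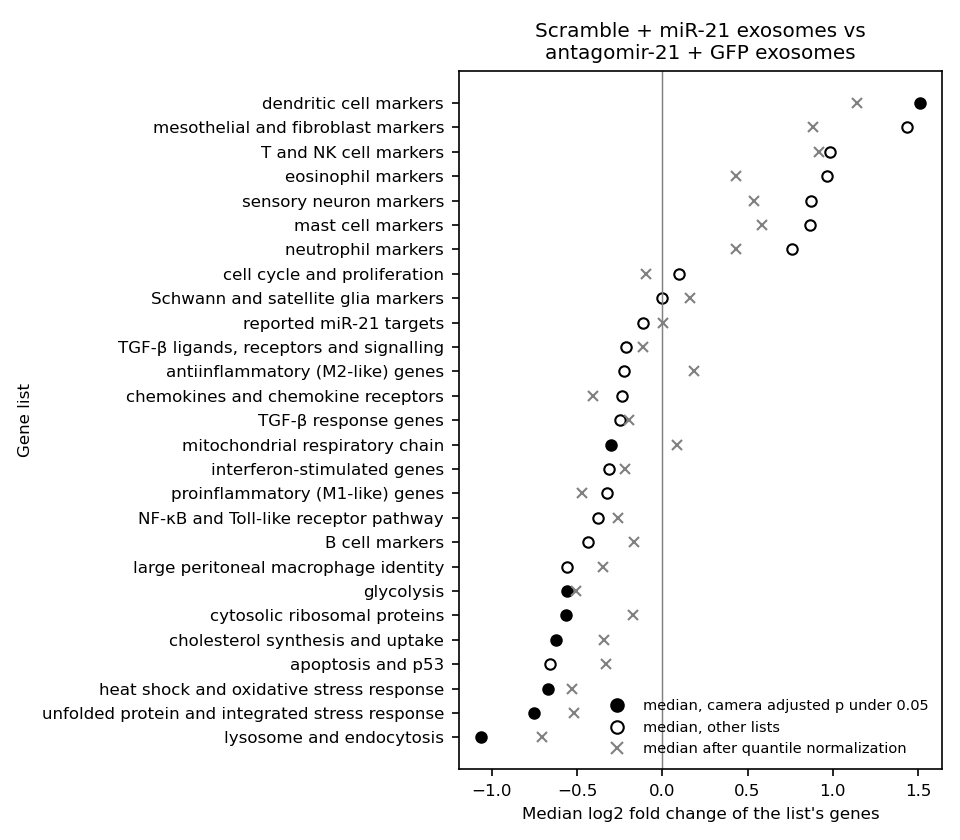
Median log2 fold change of each fixed gene list, scramble with miR-21 exosomes against antagomir-21 with GFP exosomes. Filled points are lists at an adjusted p under 0.05 from camera with its preset correlation, open points the other lists, and crosses the medians after quantile normalization, where among the filled lists the respiratory chain alone turns, from −0.30 to 0.09.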

Macrophage exposure to neuronal exosomes affected pathways related to innate immune system responses and cellular responses to stress and metabolism (Supplemental Figure 1D). Indeed, we observed upregulation of *Tnfrsf19* (member of the TNF receptor superfamily; *P* = 0.029, 1.46-fold increase), together with downregulation of *Mrc1* (*P* = 0.036, 1.69-fold decrease) (Supplemental Figure 1E), all of which are associated with a proinflammatory macrophage phenotype. Furthermore, silencing miR-21 expression in macrophages increased the expression of genes associated with cellular responses to TGF-β. For instance, we observed that *Tgfbr1* and *Tgfbr2* were upregulated in PMs lacking miR-21 and gene expression returned to basal levels when miR-21–silenced macrophages were incubated with neuron-derived miR-21 (Supplemental Figure 1F). These data suggest that uptake of neuron-derived miR-21 by macrophages results in alteration of the gene expression profile and pathways that are normally under miR-21 control, such as the TGF-β pathway. 

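In scramble-transfected PMs, immune, stress and metabolic lists had mostly lower signals with miR-21 exosomes than with GFP exosomes, and none of the 27 lists passed camera's test. Interferon-stimulated genes were lower in 24 of 41 measured members (median log2 fold change −0.25, adjusted p = 0.380 from camera). *Dhx58* (gene ID 80861), a cytosolic RNA sensor of the RIG-I family, was at a log2 signal of 4.49 ± 0.58 (SD, n = 2) against 8.70 ± 0.15 (SD, n = 2), a log2 fold change of −4.21 (SE 0.94, adjusted p = 0.652 from limma), and was the 1 member past the threshold when adjusted over the list alone. Proinflammatory genes were lower in 19 of 29 (median −0.61, adjusted p = 0.380), with *Cd80*, a T cell costimulator, at 5.80 ± 0.62 (SD, n = 2) against 9.06 ± 0.16 (SD, n = 2), *Ptgs2*, which encodes cyclooxygenase-2, at a log2 fold change of −2.43 (SE 0.97) and the cytokine gene *Il1b* at −2.70 (SE 1.16). Antiinflammatory genes were lower in 18 of 29 (median −0.13, adjusted p = 0.610), among them the transcription factor *Irf4* at −2.59 (SE 1.05). In the NF-κB and Toll-like receptor list, 22 of 36 were lower (median −0.18, adjusted p = 0.661), and the neutrophil chemokine *Cxcl2* was at 9.69 ± 0.56 (SD, n = 2) against 11.78 ± 0.30 (SD, n = 2). Unfolded protein response genes were lower in 21 of 29 (median −0.53, adjusted p = 0.380), including the secreted stress protein *Manf* at −2.04 (SE 1.11), and heat shock and oxidative stress genes in 19 of 28 (median −0.21, adjusted p = 0.504), although the cochaperone *Bag3* was at 1.99 (SE 1.07), or 1.27 without scramble with GFP exosomes replicate 1. Of the metabolic lists, cholesterol synthesis and uptake genes were lower in 16 of 20 (median −0.46, adjusted p = 0.380), glycolysis genes in 13 of 21 (median −0.19, adjusted p = 0.452) and respiratory chain genes in 34 of 57 (median −0.10, adjusted p = 0.790). Without scramble with miR-21 exosomes replicate 1, *Il1b* was at −0.75, *Irf4* at −3.94, *Ptgs2* at −3.61 and *Manf* at −0.43, and without replicate 2 these were at −4.64, −1.24, −1.25 and −3.66. With an estimated correlation the lowest adjusted p was 0.882. The array means of the NF-κB and Toll-like receptor list were 8.87 and 9.92 with miR-21 against 9.61 and 9.36 with GFP exosomes. For the respiratory chain they were 10.47 and 11.52 against 10.81 and 11.28. In both lists the lower mean rests on scramble with miR-21 exosomes replicate 1. In the other lists named here, replicate 2 also lay below the mean with GFP exosomes. Apart from *Dhx58*, 0 members of these 9 lists passed when adjusted over the list alone. Across all genes, limma gave 1037 at an unadjusted p under 0.05 (631 higher, 406 lower) and 0 at an adjusted p. The higher genes with the smallest p were *Spata17* at 4.40 (SE 0.82), *H2ap* at 5.51 (SE 1.07) and the semaphorin *Sema5b* at 5.04 (SE 0.98), and the lower genes *Tmem88b* at −4.66 (SE 0.78), *Dipk1a* at −4.17 (SE 0.79) and *Rpl12* at −4.48 (SE 0.90). With lipofectamine in place of scramble, *H2ap* was at −0.07, *Tmem88b* at 0.33 and *Rpl12* at 0.18. The unpaired test gave 819 genes, 1 of them at an adjusted p under 0.05, *Trim10* (log2 fold change 2.76, adjusted p = 0.0380), which is named after its values were seen. The split was 558 higher and 548 lower after quantile normalization, 491 and 497 after median centring, 452 and 844 without scramble with miR-21 exosomes replicate 1, and 560 and 677 without replicate 2.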

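*Tnfrsf19* and the M2 marker *Mrc1*, which encodes the mannose receptor CD206, were both slightly lower in scramble-transfected PMs given miR-21 exosomes than in those given GFP exosomes, by less than the spread between replicates. The paper's text does not name the groups behind its values for these genes, and scramble was used. *Tnfrsf19* (gene ID 29820) had a log2 signal of 7.60 ± 2.10 (SD, n = 2) against 8.51 ± 0.57 (SD, n = 2), a log2 fold change of −0.91 (SE 1.82, adjusted p = 0.999 from limma), and 1 of its 3 probe sets was higher. *Mrc1* (gene ID 17533) was at 10.94 ± 0.87 (SD, n = 2) against 11.39 ± 0.77 (SD, n = 2), a log2 fold change of −0.45 (SE 0.90, adjusted p = 0.999 from limma). *Il6*, a proinflammatory cytokine, was at 8.44 ± 0.36 (SD, n = 2) against 5.38 ± 3.21 (SD, n = 2), a log2 fold change of 3.06 (SE 1.61, adjusted p = 0.961 from limma), which was 0.79 without scramble with GFP exosomes replicate 2 and 5.32 without replicate 1. The cytokine *Tnf* had a log2 fold change of 0.76 (SE 1.80), *Il1a* 2.55 (SE 1.02; 3.91 and 1.20 without the same arrays), and *Nos2*, which encodes inducible nitric oxide synthase, 0.49 (SE 1.30). The log2 fold change of *Tnfrsf19* was 0.58 without scramble with miR-21 exosomes replicate 1, that of *Mrc1* 0.17 without the same array and 0.09 without scramble with GFP exosomes replicate 2, and that of *Nos2* −1.15 without scramble with GFP exosomes replicate 1 and −0.15 without scramble with miR-21 exosomes replicate 2. In PMs given lipofectamine in place of scramble, *Il6* was at −3.76, *Tnf* at −0.80, *Nos2* at −2.07 and *Il1a* at −0.37. With scramble and miR-21 exosomes against antagomir-21 and GFP exosomes, *Tnfrsf19* had a log2 fold change of 1.83 (SE 1.82) and *Mrc1* −1.14 (SE 0.90). The arrays of *Tnfrsf19* overlapped there, at 6.12 and 9.08 against 7.81 and 3.73. Its direction turned without antagomir-21 with GFP exosomes replicate 2, with a mean of 7.60 against 7.81. Without scramble with miR-21 exosomes replicate 1, *Mrc1* was at 11.56 against 12.08.

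**Figure D3:**
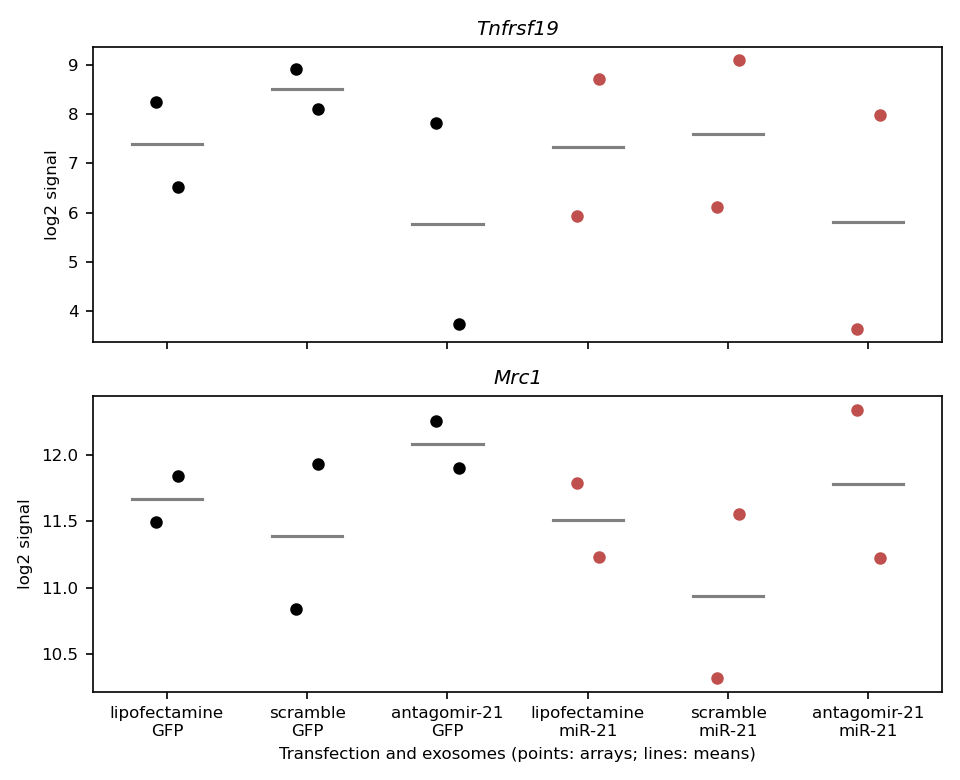
Log2 signal of *Tnfrsf19* and *Mrc1* on each of the 12 arrays, by transfection and exosomes. Points are arrays and lines the means of 2 arrays; with scramble, the mean of *Tnfrsf19* is 7.60 with miR-21 exosomes and 8.51 with GFP exosomes.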

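Genes of the TGF-β response were evenly divided in antagomir-21–transfected PMs compared with scramble-transfected PMs, both given GFP exosomes. Of 28 measured response genes, 14 were higher and 14 lower (median log2 fold change −0.04, mean −0.16, adjusted p = 0.984 from camera and 0.989 with an estimated correlation), and the median turned positive with median centring. *Ccn2* (gene ID 14219), a matricellular protein gene induced by TGF-β, was at a log2 signal of 3.81 ± 0.62 (SD, n = 2) with antagomir-21 and 7.21 ± 1.00 (SD, n = 2) with scramble, a log2 fold change of −3.40 (SE 1.12, adjusted p = 0.721 from limma). The transcription factor *Snai1* had a log2 fold change of −3.32 (SE 1.44), which was 1.63 with lipofectamine in place of scramble, and the cell cycle inhibitor *Cdkn1a* 3.34 (SE 1.78). Of 37 TGF-β ligands, receptors and signaling genes, 22 were higher and 15 lower (median 0.39, mean −0.09, adjusted p = 0.856 from camera, direction upward, and 0.888 with an estimated correlation). *Itgb8*, an integrin subunit that activates latent TGF-β, was at 3.66 ± 1.30 (SD, n = 2) against 7.62 ± 0.34 (SD, n = 2), a log2 fold change of −3.96 (SE 1.41, adjusted p = 0.772 from limma), and the signal transducer *Smad2* had −2.91 (SE 1.20). Of the other genes of the pathway that the paper names, *Tgfb1* had a log2 fold change of 1.85 (SE 1.65), *Nfya* 2.02 (SE 1.21), *Bmpr2* 0.72 (SE 0.91), *Tgfbr3* −0.44 (SE 1.43), *Smad7* −0.22 (SE 1.46), *Smurf2* −0.70 (SE 1.28) and *Smad5* −1.28 (SE 1.19). With the mean of all probe sets, *Smad7* was at 1.44 and *Nfya* at −0.10. A second probe set of *Tgfb1* went the other way, at −1.16 (SE 1.64). The arrays of *Bmpr2* were at 11.66 and 11.47 with antagomir-21 and at 10.46 and 11.23 with scramble. Among 52 reported targets of miR-21, 26 were higher and 26 lower (median 0.03, or −0.12 after quantile normalization; mean 0.10; adjusted p = 0.75 from camera). The target *Spry1*, an inhibitor of growth factor signaling, was at 2.98 (SE 1.25) and *Plag1* at −5.05 (SE 1.24). *Spry2* was at −0.06 (SE 0.93), or 0.10 with median centring. The paper obtained only a partial reduction of miR-21 in PMs with antagomir-21 and turned to BMDMs, where the reduction was larger. The arrays do not read mature miR-21, so weak silencing and a lack of response cannot be told apart here. In these 3 lists 0 genes passed limma's test over all genes or adjusted over the list alone, and at an unadjusted p under 0.05 there were 0 higher and 2 lower in each TGF-β list and 1 each way among the targets. Without scramble with GFP exosomes replicate 1, *Cdkn1a* was at 0.68, *Tgfb1* at −0.08, *Nfya* at −0.02 and the direction of camera's test turned in both TGF-β lists (adjusted p = 0.765 for signaling and 0.964 for response), as it did without antagomir-21 with GFP exosomes replicate 1 (0.954 and 0.913; *Smad7* 0.12, *Smad2* −4.72). Without antagomir-21 with GFP exosomes replicate 2, *Smad2* was at −1.11 and *Spry1* at 1.92. Without scramble with GFP exosomes replicate 2, *Tgfbr3* was at 0.44, *Spry2* at 0.55, *Spry1* at 1.85, *Cdkn1a* at 6.00, *Tgfb1* at 3.79 and *Nfya* at 4.07.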

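The receptor genes *Tgfbr1* and *Tgfbr2* had slightly higher means in antagomir-21–transfected PMs than in scramble-transfected PMs, both with GFP exosomes, and slightly lower means once the antagomir-21–transfected PMs received miR-21 exosomes. *Tgfbr1* (gene ID 21812), the type I receptor kinase, was at a log2 signal of 10.42 ± 0.56 (SD, n = 2) with scramble, 11.08 ± 0.22 (SD, n = 2) with antagomir-21 and 10.15 ± 1.20 (SD, n = 2) with antagomir-21 and miR-21 exosomes. *Tgfbr2* (gene ID 21813), the type II receptor, which binds the ligand, was at 11.52 ± 0.76 (SD, n = 2), 11.99 ± 0.26 (SD, n = 2) and 11.45 ± 1.57 (SD, n = 2) in the same groups. In PMs given lipofectamine and GFP exosomes, *Tgfbr1* was at 11.01 ± 0.05 (SD, n = 2), close to its 11.08 with antagomir-21. *Tgfbr2* was at 11.33 ± 0.35 (SD, n = 2) there. With antagomir-21 against scramble, the log2 fold change of *Tgfbr1* was 0.66 (SE 0.91, adjusted p = 1.00 from limma) and that of *Tgfbr2* 0.47 (SE 1.06). With miR-21 against GFP exosomes after antagomir-21, *Tgfbr1* was at −0.93 (SE 0.91) and *Tgfbr2* at −0.54 (SE 1.06). Set directly against scramble with GFP exosomes, PMs with antagomir-21 and miR-21 exosomes had log2 fold changes of −0.27 for *Tgfbr1* and −0.07 for *Tgfbr2*. None of these differences passed the test. Both arrays with antagomir-21 lay above both arrays with scramble for *Tgfbr1*, where chance separates 2 against 2 arrays in 33.3% of cases, and not for *Tgfbr2*. The mean of all probe sets gave −0.78 for *Tgfbr1* with antagomir-21, and 0.24 for *Tgfbr1* and 0.07 for *Tgfbr2* with miR-21 exosomes. Taken singly, the probe sets of *Tgfbr2* were at 0.47, 0.22 and −0.61 with antagomir-21, so its rise also depends on the probe set. Without scramble with GFP exosomes replicate 1, *Tgfbr1* was at 0.26 and *Tgfbr2* at −0.07 with antagomir-21, and without replicate 2 they were at 1.06 and 1.01. Without antagomir-21 with GFP exosomes replicate 1, *Tgfbr2* was at 0.29 with antagomir-21. The direct comparison gave 0.12 for *Tgfbr1* and 0.46 for *Tgfbr2* without scramble with GFP exosomes replicate 2. It gave 0.09 for *Tgfbr2* with the mean of all probe sets. Without antagomir-21 with miR-21 exosomes replicate 1, *Tgfbr1* was at −1.78 and *Tgfbr2* at −1.66 with miR-21 exosomes. Without replicate 2 of that group, *Tgfbr1* was at −0.09 and *Tgfbr2* at 0.57 with miR-21 exosomes, and the direct comparison gave 0.57 for *Tgfbr1* and 1.04 for *Tgfbr2*.

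**Figure D4:**
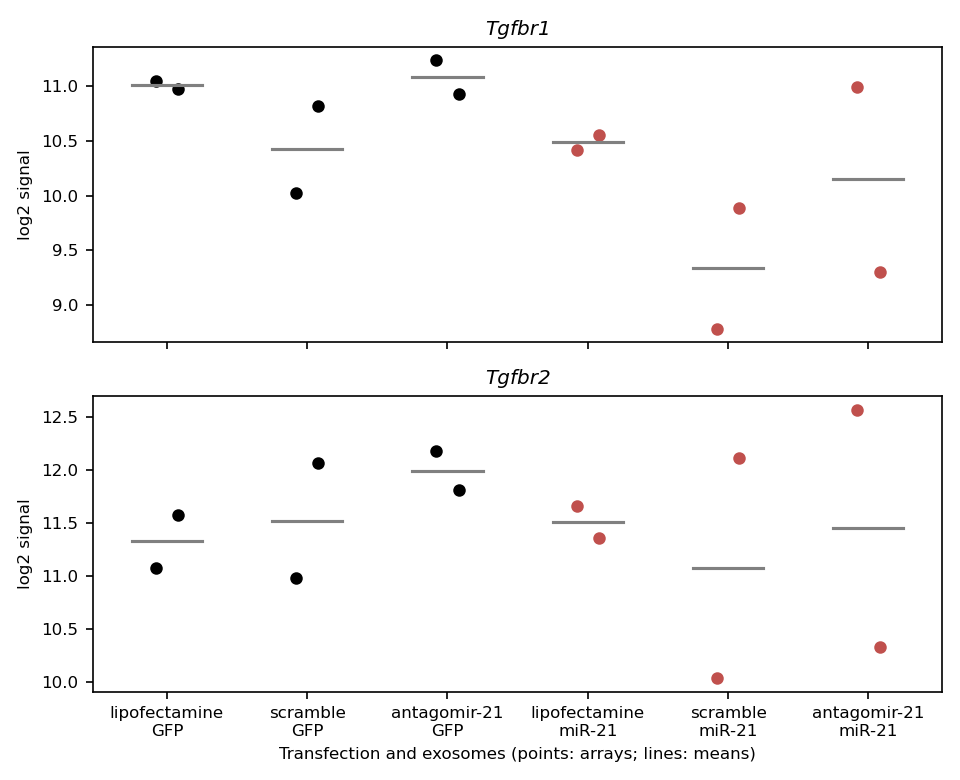
Log2 signal of *Tgfbr1* and *Tgfbr2* on each of the 12 arrays, by transfection and exosomes. Points are arrays, black for GFP and red for miR-21 exosomes, and lines the means of 2 arrays; with antagomir-21, *Tgfbr1* is at a mean of 11.08 with GFP and 10.15 with miR-21 exosomes.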

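Genes that differed between antagomir-21 and scramble mostly differed in the opposite direction when antagomir-21–transfected PMs received miR-21 exosomes, and both comparisons use the same arrays of antagomir-21 with GFP exosomes. *Itgb8* and *Ccn2*, with lower signals after antagomir-21, had log2 fold changes of 4.78 (SE 1.41) and 3.85 (SE 1.12) with miR-21 exosomes (adjusted p = 0.516 from limma for both). The 655 genes lower after antagomir-21 had a median log2 change of 2.75 with miR-21 exosomes, and the 324 higher genes had a median of −1.13. In 50 simulations without any effect, in which the shared arrays alone link the comparisons, these medians were 1.60 and −1.57. Of all 979 genes, 90.5% had opposite signs, against 87.4% (84.5 to 89.8) in the simulations. Across genes, which are not independent replicates, r was −0.566, against −0.50 (−0.519 to −0.488). The genes were simulated as independent, which real genes are not, so a return and the shared arrays cannot be told apart. Compared directly with scramble and GFP exosomes, PMs with antagomir-21 and miR-21 exosomes kept a median of 2.17 for the higher genes and −0.85 for the lower genes, against 1.60 and −1.59 in the simulations. That comparison gave 716 genes at an unadjusted p under 0.05 (394 higher, 322 lower) and 0 at an adjusted p from limma, beside 639 and 0 by the unpaired test. The first count was 1326 without scramble with GFP exosomes replicate 2 and 1433 without antagomir-21 with miR-21 exosomes replicate 2, and without the latter r was −0.349. The paper proposes that macrophages, on taking up neuronal miR-21, change in expression and in pathways that miR-21 normally controls, such as that of TGF-β.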

To validate our bioinformatics analyses, we evaluated the primary macrophage phenotype after transfection with antagomir-21 and a miR-21 mimic (mimic-21).

### miR-21 fosters a partial proinflammatory phenotype in macrophages.

We began by assessing miR-21 expression in PMs, bone marrow–derived macrophages (BMDMs), and DRG macrophages and found that cultured cells expressed comparable levels that were 28-fold higher than the ex vivo DRG macrophage content (Table 1). Yet, we detected higher levels of macrophages in the ipsilateral compared with contralateral DRG (Table 1).

Thus, in PMs and BMDMs we manipulated miR-21 expression using mimic-21 and antagomir-21 transfection, and quantified expression of MHCII and CD206 using flow cytometry.

PM transfection with mimic-21 resulted in a 240-fold increase in miR-21-5p, but not miR-155 and miR-706 expression, and a decrease in the miR-21 target Spry2 compared with scramble (N5-control) (Figure 1, A and B, and Supplemental Figure 2, A and B), indicating high efficiency of transfection. In mimic-21– compared with scramble-transfected macrophages, we found a decrease in *Tgfb1* transcripts and a negative Spearman’s correlation (*r* = –0.8, *P* = 0.0047) between *Tgfb1* and miR-21-5p expression (Figure 1, C and D), but *Tgfbr1*, *Tgfbr2*, and *Tgfbr3* transcripts were not changed (Figure 1E). We also observed upregulation of *Smad7*, which encodes an endogenous inhibitory R-SMAD involved in the TGF-β signaling pathway (23) (Figure 1F), but no change in *Smurf2*, *Bmpr2*, *Bmp*, and *Smad5*, which are implicated in the TGF-β signaling pathway (23) (Supplemental Figure 2, C–F). Next, flow cytometry analysis of BMDMs transfected with mimic-21 showed lower expression of TGF-βR2 at the single-cell level (mean fluorescence intensity, MFI) and a lower percentage of TGF-βR2^+^ cells, compared with scramble-transfected BMDMs (Figure 1G) (gating strategy in Supplemental Figure 2G), but no difference in MHCII^+^CD206^–^ (M1-like) and MHCII^–^CD206^+^ (M2-like) populations (Supplemental Figure 2H). However, quantification of M1- and M2-like marker gene expression revealed an increase in *Tnfa* and *Il6* (Figure 1H) but no change in *Arg1*, *Nos2*, *Rela*, and *Ym1* (Figure 1I and Supplemental Figure 2, I and J) in mimic-21– compared with scramble-transfected BMDMs. Therefore, a higher level of miR-21 in primary macrophages induces downregulation of antiinflammatory cytokine *Tgfb1* and *Tgfbr2* and upregulation of proinflammatory cytokine *Tnfa* and *Il6* gene products.

However, using antagomir-21, we obtained only 50% reduction in miR-21 expression in PMs (Supplemental Figure 3A) and a better yield in BMDMs, with 70% reduction in miR-21 expression in 98% of cells (Figure 2A and Supplemental Figure 3B). Thus, we used antagomir-21–transfected BMDMs and found an increase in *Spry2* and *Tgfb1* (Figure 2, B and C) and significant negative Spearman’s correlation (*r* = –0.63, *P* = 0.0232) between miR-21 and *Tgfb1* expression (Figure 2D). Remarkably, we found an increase in *Tgfbr2* in antagomir-21– compared with scramble-transfected BMDMs, but no changes in *Tgfbr1*, *Tgfbr3*, and *Smad7* (Figure 2E). Moreover, *Tnfa* and *Il6* were decreased and *Mrc1* and *II10* increased (Figure 2, F and G), while other polarization markers, including *Ym1* and *Arg1*, remained unaltered (Supplemental Figure 3D). Flow cytometry analysis of antagomir-21– and scramble-transfected BMDMs showed trends toward upregulation of TGF-βR2 (Figure 2H), an increase in MHCI^–^CD206^+^ (M2-like) cells, and a decrease in MHCII^+^CD206^–^ (M1-like) cells (Supplemental Figure 3, E and F). Therefore, antagomir-21 transfection resulted in a vertically flipped mirror image of mimic-21, as *Tgfb* and *Tgfbr2* were upregulated and *Tnfa* and *Il6* downregulated.

Overall, these data indicate that miR-21-5p fosters a partial proinflammatory phenotype in macrophages. This suggestion is supported by proinflammatory cytokine upregulation in macrophages overexpressing miR-21 and polarization toward an antiinflammatory phenotype in the absence of miR-21. Moreover, BMDMs behave as a faithful surrogate for DRG macrophages and were used in subsequent selected experiments.

### miR-21 regulates TGF-β1 release and SMAD activation in macrophages.

In antagomir-21–transfected BMDMs, consistent with the *Tgfb1* mRNA increase, we found higher TGF-β1 extracellular levels than in scramble-transfected BMDMs (Figure 3A). Such a release of TGF-β1 was lowered to control levels by incubation with LPS, which itself upregulates miR-21 by 8.57 ± 0.997-fold, (*n* = 4, *P* < 0.05) and likely replenished miR-21 in antagomir-21–transfected BMDMs. In addition, TGF-βR2 immunostaining was higher in antagomir-21– than scramble-transfected BMDMs (Figure 3B), along with more SMAD2/3 phosphorylation, and a significant upregulation of SMAD4 that was blocked by the presence of SB431542, a TGF-βR1 inhibitor (Figure 3, C and D). The choice of the TGF-βR1 antagonist was due to TGF-βR1 being the signaling protein required for formation of the active complex with TGF-βR2, which acts as the initial binding protein for TGF-β1 (23). These data suggest that lack of miR-21 in macrophages results in higher basal release of TGF-β1 and activation of TGF-βR2 followed by TGF-βR1–mediated signaling through a SMAD-dependent pathway. This possibility is reinforced by the observation that neither ERK nor p38 phosphorylation was altered by antagomir-21 transfection and involvement of a non-SMAD pathway could be ruled out (Figure 3E).

### Sensory neuron–derived miR-21 regulates TGF-β–related pathway in macrophages.

Our next step was to move to an in vivo setting and validate the hypothesis that sensory neuron–derived miR-21 contributes to the development of neuropathic allodynia through downregulation of the TGF-β–mediated pathway in DRG macrophages. For this purpose, we used our miR-21–cKO mice that show significant reduction of miR-21 expression in DRG compared with WT (Figure 4A), and lack of miR-21 upregulation in DRG ipsilateral to nerve injury (Figure 4B). Furthermore, since neurons release miR-21 encapsulated in exosomes, we confirmed that exosome release under basal conditions and following activation of nociceptors by capsaicin was not altered in miR-21–cKO mice (Figure 4C). Then, in behavioral studies, we confirmed that male and female cKO mice developed less severe neuropathic allodynia than WT at 5 to 7 days after SNI (Figure 4D). Additionally, we observed that single intrathecal administration of SB431542 restored allodynia in miR-21–cKO but not WT mice at 2, 4, and 24 hours after injection (Figure 4E), suggesting that endogenous TGF-β1 exerted antinociceptive effects in miR-21–cKO mice. Consistent with this possibility, intrathecal infusion of TGF-β1 reduces neuropathic allodynia by about 30% (24), which is comparable to the attenuation of neuropathic allodynia we observed in miR-21 cKO. Moreover, considering that we used SB431542 at a dose of 100 pmol/mouse that completely blocks the TGF-β1–induced anti-allodynic effect in neuropathic mice (25), these results suggest that, in miR-21–cKO mice, the attenuation of allodynia requires TGF-βR1 activation.

In keeping with the possibility that TGF-β pathway–related changes occur in macrophages 7 days after SNI, F4/80^+^ cells from miR-21–cKO ipsilateral DRGs showed a trend toward higher TGF-βR2^+^ events and substantially higher TGF-βR2 expression at the cellular level compared with WT (Figure 4, F and G). Moreover, miR-21–cKO isolated F4/80^+^ cells displayed upregulation of *Tgfbr1* and *Tgfbr2,* and a trend toward *Tgfb1* upregulation, but no change in *Tgfbr3* compared with WT (Figure 4H). In contrast, in the non-leukocyte CD45^–^ fraction of the DRG, *Tgfb1*, *Tgfbr1*, *Tgfbr2*, and *Tgfbr3* expression was unaltered (Supplemental Figure 4A), suggesting that miR-21 does not regulate the TGF-β pathway in neurons. Yet, in macrophages such TGF-β–related variations occurred concomitant with upregulation of antiinflammatory markers *Mrc1* and *Il10* (Supplemental Figure 4B) and no change in the proinflammatory markers *Il6* and *Tnfa* (Supplemental Figure 4C). Contralateral DRG macrophages were used for quantification of macrophages under control conditions, since cKO contralateral thresholds were comparable to both WT contralateral and sham thresholds (Supplemental Figure 4D).

Overall, these data suggest that in DRGs the absence of neuron-derived miR-21 results in activation of a TGF-β pathway and M2-like polarization of macrophages. These results correlate with both attenuation of neuropathic allodynia in miR-21–cKO mice and restoration of allodynia following injection of a TGF-βR inhibitor.

### Neuronal miR-21 regulates classical CCR2 monocyte/macrophage infiltration in DRGs.

Having confirmed our published data (16) showing that F4/80^+^ cell accumulation is higher in ipsilateral than contralateral WT DRGs after nerve injury, while it is lower in ipsilateral miR-21–cKO DRGs than WT (Figure 5A), we next evaluated whether neuronal miR-21 affected macrophage proliferation and infiltration on day 7 after SNI. We observed that both WT and cKO mice showed more Ki67^+^F4/80^+^ macrophages in the ipsilateral DRG than contralateral, suggesting that neuron-derived miR-21 does not affect in situ macrophage proliferation (Figure 5B). Concerning potential effects on infiltration in DRGs after SNI, we monitored expression of 2 chemokine receptors, CCR2 and CCR5, which are implicated in monocyte/macrophage infiltration (26, 27). In flow cytometry analysis of CD11b^+^F4/80^+^ macrophages of WT DRGs, we found higher numbers of both CCR2^+^ and CCR5^+^ cells in ipsilateral compared with contralateral DRGs (Figure 5, C and D). However, in cKO DRGs, CCR2^+^ cell number was lower than in WT (Figure 5C), while CCR5^+^ cell accumulation was unchanged (Figure 5D), suggesting that miR-21 affected CCR2^+^ cell infiltration in DRGs. Notably, these observations were all specific to DRG macrophages, as we did not observe changes in either macrophage infiltration or CCR2 expression at the site of nerve injury (Supplemental Figure 5A). These data in DRG macrophages were further substantiated in transfection experiments, as we observed higher numbers of CCR2^+^ cells (Figure 5E) and a trend toward upregulation of *Ccr5* mRNA (~40%; Figure 5F) in mimic-21– compared with scramble-transfected BMDMs. Conversely, in antagomir-21–transfected BMDMs we found lower numbers of CCR2^+^ cells (Figure 5G) and reduced, yet not significantly, *Ccr5* expression (Figure 5H).

These data suggest that after SNI, miR-21 that is upregulated in neurons can influence CCR2^+^ monocyte/macrophage infiltration in DRGs. We reasoned that for such a mechanism to be relevant, miR-21 might be involved in upregulation of CCL2 in neurons, which occurs in response to axonal injury (28), albeit through an indirect mechanism, as there is no evidence that this chemokine is a miR-21 target. Indeed, we observed that, in the CD45^–^ fraction of the DRG, *Ccl2* mRNA was upregulated in WT, but not miR-21–cKO mice (Figure 6A). In addition, CCL2 protein was increased in WT but not miR-21–cKO ipsilateral compared with contralateral DRG (Figure 6B) and CCL2 immunostaining was higher in ipsilateral than contralateral and especially in IB4^+^ neurons as expected (15, 29), but not in cKO neurons (Figure 6C). Consistently with an alteration of the CCL2 levels in miR-21 cKO, we made the following 2 sets of observations in a Transwell plate assay in which cultured DRG neurons were challenged with capsaicin to provide an in vitro model of nociceptive neuron stimulation (schematic in Supplemental Figure 5B). The first one was that capsaicin promoted transmigration of macrophages toward the WT but not cKO neuronal compartment, and this effect was blocked by a CCR2 antagonist (Figure 6D). The second one was that miR-21–cKO cultured DRG neurons expressed lower intracellular levels of *Ccl2* compared with WT DRGs (Figure 6E) and released lower extracellular CCL2 after incubation with capsaicin (Figure 6F). Therefore, miR-21 modulation of CCL2 levels in neurons, in synergy with a miR-21–associated increase in CCR2 in macrophages, provides neuroimmune crosstalk by which miR-21 regulates monocyte infiltration in the DRG after nerve injury. In addition, our evidence indicates that in such macrophages, neuron-derived miR-21 inhibits expression of TGF-β1 and TGF-β2 and promotes a proinflammatory phenotype. Taking advantage of such a sharp phenotype, we tested the possibility that antagomir-21–transfected BMDMs exert anti-allodynic effects in neuropathic mice.

### Intrathecal delivery of antagomir-21–treated macrophages reverses neuropathic allodynia.

Given the contribution of DRG macrophages to both initiation and maintenance of neuropathic hypersensitivity (12), we tested the effect of BMDMs transfected with antagomir-21 on neuropathic allodynia in SNI, and used GFP^+^ BMDMs polarized with IL-4 and TGF-β (M2-like) for comparison (Supplemental Figure 6A).

For this purpose, we first observed that intrathecal administration of M2-like BMDMs (5 × 10^5^ cells) resulted in 50% to 80% reversal of ipsilateral SNI allodynia at 24, 48, and 72 hours after injection (Figure 7, A and B). Then, using immunofluorescence and flow cytometry we found that intrathecal GFP^+^ BMDMs accumulated mainly in ipsilateral L3-L4-L5 DRGs, and to a lesser extent in contralateral L3-L4-L5 DRGs (Figure 7C), with no detection in lumbar spinal cord (Supplemental Figure 6B), consistent with previous reports (25–30). Furthermore, 2 hours after intrathecal injection of M2-like BMDMs, the ipsilateral pool of DRG macrophages showed the expected increase in MHCII^+^CD206^–^ (M1-like) cells as a result of SNI (Figure 7, D and E), but also higher numbers of CD206^+^MHCII^–^ (M2-like) cells compared with contralateral DRGs (Figure 7, D and F, and Supplemental Figure 6C), although MHCII expression levels were unchanged in the single-cell analysis (Supplemental Figure 6D). Thus, these data indicate that M2-like macrophages differentiated in vitro acquire an antinociceptive phenotype in vivo. Specifically, M2-like BMDMs can engraft the DRG pool of macrophages and maintain an M2-like phenotype, regardless of the presence of an M1-like environment associated with nerve injury. Notably, we observed that at peak reversal of allodynia 48 hours after M2-like BMDM injection, we could still detect higher numbers of CD206^+^MHCII^–^ and MHCII^+^CD206^–^ cells in ipsilateral compared with contralateral DRGs (Figure 7, G–I). In our final set of experiments, we administered antagomir-21–transfected BMDMs (5 × 10^5^) and observed a rapid reversal of ipsilateral neuropathic allodynia compared with scramble-transfected BMDMs (Figure 8A). We detected acute contralateral hypersensitivity after scramble-transfected BMDM injection (Figure 8B), which subsided by 24 hours (Figure 8C). Relevantly, antagomir-21–transfected BMDM reversal of allodynia by approximately 60% is consistent with the 50% to 80% inhibition of SNI allodynia at 24 and 48 hours after intrathecal administration of bone marrow stromal cells (2.5 × 10^5^) that target the DRG and locally secrete TGF-β1 (25). Flow cytometry analysis of ipsilateral CD11b^+^F4/80^+^ cells revealed higher numbers in antagomir-21– compared with scramble-transfected BMDMs (Figure 8D), which correlated with antagomir-21–transfected BMDMs’ tendency to accumulate in DRGs (Figure 8E).

We then investigated expression of CD206 and MHCII markers in the whole DRG macrophage pool, including injected BMDMs and endogenous cells. We observed an increase in the CD206^+^MHCII^–^ population in antagomir-21–BMDM–treated ipsilateral DRGs compared with scramble-BMDMs, with no difference between contralateral DRGs (Figure 8, F and G). However, the MHCII^+^CD206^–^ cell population was not different between antagomir-21–BMDM and scramble-BMDM DRGs (Figure 8, F–H). Therefore, these data show that intrathecal injection of antagomir-21–transfected BMDMs induces reversal of neuropathic allodynia and polarizes DRG macrophages into an M2-like phenotype.

Since we argued that such an M2 polarization shift was unlikely to have occurred within 2 hours of BMDM injection, we further characterized macrophages and found higher numbers of TGF-βR2^+^ cells in both ipsilateral and contralateral DRGs of antagomir-21–BMDM compared with scramble-BMDM injection (Figure 8, I and J). These cells were TGF-βR2^+^CD206^+^ (Figure 8K), whereas TGF-βR2^+^MHCII^+^ cells were very few and remained unaltered (Figure 8L).

In additional analyses 48 hours after BMDM injection, when the anti-allodynic effect had faded slightly, ipsilateral DRG CD11b^+^F4/80^+^ numbers were comparable between antagomir-21– and scramble-BMDM (Supplemental Figure 8A), and similar results were obtained for injected F4/80^+^ BMDMs (Supplemental Figure 8B). Specifically, these cells had not polarized toward either an M1-like or M2-like phenotype (Supplemental Figure 8C), which indicates adaptability of in vitro–differentiated BMDMs to an in vivo environment. Concerning TGF-βR2, we noticed a trend toward upregulation in F4/80^+^ cells in ipsilateral and contralateral DRGs in antagomir-21– compared with scramble-BMDM (Supplemental Figure 8D), a trend that was associated with CD206^+^ but not MHCII^+^ macrophages (Supplemental Figure 8, E and F).

Altogether, these data indicate that intrathecal injection of antagomir-21–transfected BMDMs rapidly alleviates neuropathic allodynia, as macrophages acquire an M2-like phenotype in vivo that is associated with upregulation of TGF-β2R.

## Discussion

This study provides evidence for a dual role of miR-21 in neurons and macrophages that promotes pronociceptive mechanisms and pathways in DRGs following peripheral nerve injury. Specifically, in injured sensory neuron cell bodies, miR-21 contributes to CCL2 upregulation that attracts inflammatory macrophages in DRGs. In macrophages, lack of transfer of sensory neuron–derived miR-21 results in upregulation of TGF-βR2, release of TGF-β1, and fosters an antiinflammatory and antinociceptive phenotype.

Our data bring what we believe is a novel addition to the concept that neurons instruct immune cells through shuttling of miRNA in extracellular vesicles to influence the nature of the immune infiltrate in the DRG, which in turn impacts mechanisms underlying noxious signaling. Thus, miR-21 conditional deletion in sensory neurons opposes de novo expression of the chemokine CCL2, which is normally associated with axonal injury (31, 32), and results in reduction of CCR2-expressing immune cells in DRGs. Since miRNAs inhibit their own target expression and there is no evidence that CCL2 is a miR-21 target, this effect on chemokine expression is likely to be indirect. For instance, following nerve injury, in sensory neurons miR-21 binds TLR8 in endosomes/lysosomes, activates ERK, and promotes CCL2 expression, which increases Nav1.8 channel activity and facilitates neuronal excitability (21). Such a miR-21–dependent but indirect mechanism could explain the reduction in CCL2 expression that we detected in miR-21–cKO neurons.

Furthermore, lack of miR-21 in neurons is associated with upregulation of TGF-β pathway components in macrophages, which acquire an M2/tissue-repair-like phenotype. Since TGF-βR2 and TGF-β1 are known targets of miR-21, it is feasible that miR-21 transferred from injured neurons to macrophages maintains a proinflammatory phenotype via suppression of such components of this antiinflammatory pathway. Thus, these data indicate that neuronal miR-21 is a key player in the regulation of neuro-immune communication in DRGs and that miR-21 can be inhibited in macrophages to attenuate neuropathic pain.

Our search for neuron-derived miR-21 targets in macrophages has been guided by our genome microarray analyses that identified the TGF-β–related pathway as a potential target of neuronal miR-21. Consistent with this bioinformatics indication, in primary macrophages mimic-21 and antagomir-21 downregulate and upregulate *Tgfb1* and *Tgfbr2* expression, respectively, while antagomir-21 increases TGF-β1 secretion and favors polarization toward an antiinflammatory phenotype via upregulation of *Il10* and downregulation of *Tnfa* and *Il6*. Moreover, antagomir-21 activates the TGF-β canonical pathway via the SMAD family and not the ERK or p38 pathway, suggesting that miR-21 selectively inhibits TGF-β signaling in macrophages.

TGF-β is a pleiotropic and potent antiinflammatory cytokine, and we suggest that neuron-derived miR-21 exerts a pronociceptive action via inhibition of the macrophage TGF-β pathway. This is congruent with evidence that intrathecal administration of TGF-β1 inhibits development of neuropathic allodynia (24) to a similar extent as miR-21 silencing in sensory neurons, and intrathecal injection of bone marrow stromal cells, which release TGF-β1 (25), reduces neuropathic hypersensitivity to a similar extent to BMDMs transfected with antagomir-21. In DRGs, TGF-β1 likely acts via inhibition of proinflammatory cytokine expression (24, 33). In this context, our evidence shows that intrathecal delivery of antagomir-21–transfected BMDMs, which express high levels of TGF-βR2 and secrete TGF-β1, exerts prompt anti-allodynic action in neuropathic conditions. We think it is plausible that TGF-β1 would activate TGF receptors in macrophages to maintain an M2-like phenotype via suppression of proinflammatory cytokines. However, we do not exclude a possible effect of TGF-β1 in sensory neurons, which express both TGF-βR1 and TGF-βR2 (34), though the effects of this cytokine in peripheral neurons are both complex and model dependent (35). Nevertheless, TGF-β1 shows unequivocal antinociceptive effects in neuropathic pain models (24), evidence that is indirectly supported by our data that also highlight Spry2 protein regulation (36) rather than TGF-β modulation as a possible miR-21 effect on neuronal regeneration. Macrophages’ contribution to the development and maintenance of neuropathic pain is the result of these cells being highly plastic and critical at initiating inflammation and fostering tissue repair, depending on their origin and tissue environments (5). The commonly described M1- and M2-like states oversimplify macrophage heterogeneity and do not fully reflect the vast array of functions that can be adopted during disease and injury. Despite these limitations, the M1-/M2-like phenotype distinction offers valuable insights into investigating macrophage phenotype–dependent processes (37). For instance, intrathecal administration of M2-like macrophages inhibits osteoarthritis-like pain (38, 40), while M1-like macrophages exacerbate inflammatory pain (18). Conversely, macrophage depletion reduces neuropathic allodynia (12). Here, we report that antagomir-21–treated macrophages reverse neuropathic allodynia, express higher levels of TGF-βR2, and engraft and shift the pool of DRG macrophages toward a CD206^+^MHCII^–^ M2-like phenotype.

Intriguingly, antagomir-21–treated macrophages injected intrathecally accumulate in L3-L4-L5 DRGs and our most plausible explanation is that miR-21 inhibition at least partially promotes macrophage survival. Indeed, tumor suppressors are miR-21 targets, as miR-21 inhibits apoptosis and promotes survival of cancer cells (39, 40). However, inconsistencies have emerged since, for example, miR-21 deficiency in macrophages inhibits NLRP3 inflammasome expression, NF-κB activation, and IL-1 secretion, resulting in the reduction of pyroptosis (41). Conversely, overexpression of miR-21 increased cell invasion while decreasing apoptosis of fibroblast-like synoviocytes (42). Such discrepancies can be explained by (a) the type of cells, (b) conditions used for alteration of miR-21 expression, and (c) duration and context of the alteration.

Of interest, miR-21 silencing in sensory neurons is associated with lower levels of CCL2 and reduced accumulation of monocytes/macrophages expressing CCR2 in DRGs. Whether DRG macrophages derive from circulating monocytes or proliferation of resident macrophages is still a matter of debate (12, 43, 44). Nevertheless, in our experimental settings, we suggest that miR-21 silencing in neurons reduces circulating monocyte infiltration rather than resident macrophage proliferation since we observe a reduction in CCR2 expression and no alteration of Ki67^+^F4/80^+^ cell numbers.

Here we advanced our understanding of miR-21–specific mechanisms and targets, as we strengthened evidence that silencing miR-21 in sensory neurons attenuates development and maintenance of neuropathic allodynia and show that such an antinociceptive effect is mediated by TGF-β in DRG macrophages.

Our results support miR-21 inhibition as a strategy to reduce neuropathic pain through maintenance of DRG macrophage polarization in the M2-like state and highlight the important role of the neuro-immune communication that contributes to nociceptive mechanisms.

In conclusion, the findings of this preclinical research may have direct relevance to a substantial clinical problem and provide important evidence for the therapeutic potential of noncoding RNAs as new targets for the treatment of neuropathic pain, perhaps in combination with established therapeutics such as gabapentin, to obtain optimal analgesic efficacy (45). Clinical relevance of noncoding RNAs has been recently highlighted by the first-in-human miRNA-based phase I therapeutic trial in patients with liver cancer (ClinicalTrials.gov NCT01829971), which utilized miRNA mimetics encapsulated in a nanoparticle-based formulation that has shown minimal side effects to date. Our preclinical evidence on the effectiveness of modulating mir-21 levels to mitigate neuropathic nociception may lead to a clinical trial on the analgesic effect of nanoparticles containing antagomir-21 in patients with neuropathic pain.

## Methods

### Animals.

All studies were conducted in C57BL/6 black male and female mice (Charles River). Animals were housed under a 12-hour light/12-hour dark cycle with ad libitum access to food and water. miR-21 conditional mutant mice with a null first conditional allele were crossed with Advilin-Cre driver mice for conditional ablation in sensory neurons (16). Adult 8- to 12-week-old miR-21–cKO mice and their control littermates were randomly assigned to groups. Each group contained the same number of age-matched mice of both sexes.

### Induction of peripheral neuropathy.

Mice were subjected to the SNI model of neuropathic pain, as previously described (46). Briefly, under 2.5% isoflurane anesthesia, a small incision was made in the skin and muscle of the left thigh, and then the sciatic nerve and its 3 terminal branches were exposed. The common peroneal and tibial nerves were located, and the distal nerve stump was removed, leaving the sural nerve intact. Sham operations were performed by exposing the sciatic nerve without excision.

### TGF-βR1 inhibitor administration.

TGF-βR1 inhibitor (SB431542) was purchased from Selleckchem (S11067). Intrathecal injection was performed on both WT and miR-21–cKO mice on day 5 after SNI under light isoflurane anaesthesia, as previously described (47). Briefly, a spinal cord puncture was made using a 30-gauge needle and Hamilton syringe between L4 and L5 levels to deliver 100 pmol per mouse.

### Behavioral testing.

Mechanical thresholds were measured by applying calibrated von Frey monofilaments (0.008–1.0 g) to the plantar surface of the hind paw. Mice were placed in individual compartments, and all tests began after 30 minutes of habituation during the light cycle. The testing started with the application of a 0.07-g filament until the paw was withdrawn in a reflex unrelated to movement or grooming. Filaments were applied to the left and right hind paws alternately. Fifty percent withdrawal thresholds were obtained using the up and down method, which is based on identifying a positive or negative response with the 0.07-g filament; if a response is observed, a lower force is applied and vice versa until a change in response is observed or the application of the 1-g filament fails to induce a response (48). The 50% paw withdrawal thresholds were calculated using Dixon’s method (49).

### Primary macrophage culture.

BMDMs were isolated and generated as previously described (50). Briefly, bone marrow cells were obtained by flushing femurs and tibias of adult mice. A single-cell suspension was obtained by passing cells through a 70-μm cell strainer. Cells were then cultured in 10-cm non–tissue culture–treated dishes for 7 days in Dulbecco’s modified Eagle’s medium (DMEM; Gibco) supplemented with 10% (v/v) heat-inactivated fetal bovine serum (FBS HI; Gibco), 10% (v/v) L929 cell–conditioned medium as a source of macrophage colony stimulating factor (51), and 1% (v/v) penicillin/streptomycin (Gibco/Thermo Fisher Scientific) at 37°C and 5% CO_2_. The macrophage enrichment was validated by flow cytometry using F4/80 and CD11b as markers.

For PMs, mice were euthanized, and lavage of their peritoneal cavity was performed with 10 mL of ice-cold PBS (Sigma-Aldrich)/2 mM EDTA (Invitrogen). Peritoneal cells were centrifuged, resuspend in DMEM, 10% FBS, and 1% (v/v) penicillin/streptomycin and seeded in Petri dishes for a minimum of 2 hours to allow the adhesion of macrophages.

### Macrophage transfection.

Macrophages (1 × 10^6^) were transfected using FAM-labeled miR-21-5p mimic or control-N5 (1 μg; Qiagen) for mimic-21 experiments, and miR-21-5p antagomir or scramble control (1 μg; Qiagen) for antagomir-21 experiments. The transfection was performed using Lipofectamine 3000 reagent (Invitrogen, L3000-0115) following the reverse transfection method. Transfected cells were cultured for 48 hours at 37°C and 5% CO_2_. Culture media were then removed, and TGF-β levels (pg/mL) were quantified using ELISA kits (Abcam, ab119557), according to the manufacturer’s instructions. Cell lysates were obtained using a lysis/binding buffer provided by the mirVana miRNA Isolation Kit (Invitrogen, AM1561). Total and small RNAs were isolated, and miRNA levels were detected by quantitative polymerase chain reaction (qPCR). For flow cytometry analysis, cells were detached using cell scrapers (Starlab), centrifuged at 300*g* for 10 minutes, and then resuspended in FACS buffer (0.5% BSA and 2 mM EDTA in PBS).

### DRG neuron culture.

DRGs from miR-21–cKO mice and their littermate controls were collected and placed into Ham’s F-12 Nutrient Mixture (Gibco). DRGs were then dissociated using 3 mg/mL Dispase (Roche), 0.1% collagenase (Sigma-Aldrich), and 200 U/mL DNase I (Sigma-Aldrich) in F-12 medium (Gibco). Thereafter, DRGs were triturated, and cell suspensions centrifuged at 300*g* for 6 minutes. Pellets were resuspended in fresh DRG medium and plated on glass coverslips precoated with poly-L-ornithine (100 μg/mL; Sigma-Aldrich) and laminin (40 μg/mL; Roche). Cultures (10,000 cells/well) were incubated at 37°C for 24 hours, and then stimulated with vehicle or capsaicin (1 μM) for 3 hours. Culture media were removed, and CCL2 was measured using ELISA (R&D Systems, DY479-05) in DRG neuronal culture media, according to the manufacturer’s instructions.

Transmigration assay was performed using cell culture inserts (Transwell plate, Costar) with 8-μm porous polycarbonate filters. DRG neurons (10,000) were cultured in 300 μL F-12/10% FBS in the lower compartment for 24 hours, and then 40,000 WT BMDMs treated with vehicle or CCR2 antagonist (1 μM; Merck) were added to the upper filter. DRG neurons were then stimulated with capsaicin (1 μM) for 3 hours.

### Real-time PCR.

Total and small RNAs were isolated using a mirVana miRNA Isolation Kit (Invitrogen) according to the manufacturer’s instructions and RNA eluted using RNase-free water. Both concentration and purity were measured by a spectrophotometer (NanoDrop ND-100, Labtech). The total RNA samples (100 ng) were reverse transcribed with a Quantitec Reverse Transcription Kit (Qiagen). Real-time PCR was performed using SYBR Green I Master Mix (Roche) and specific primers for mouse genes (Qiagen) in a LightCycler 480 (Roche). Duplicate CTs were averaged, and results analyzed by the 2^−ΔΔCT^ method using *18S* or *Actb* as a housekeeper gene. For miRNA detection, 5 ng/μL was used from each small RNA template, and cDNA synthesized using the miRCURY LNA Universal cDNA Synthesis kit II (Qiagen). Real-time PCR for miR-21-5p, -155, and -706 was performed using SYBR Green I Master Mix in a LightCycler 480. Duplicates of CTs were averaged, and the relative quantities of miRNAs calculated using the 2^−ΔΔCT^ method and normalized to several artificial spike-ins as controls for extracellular miRNAs.

### Flow cytometry.

Mice were deeply anesthetized by intraperitoneal injection of pentobarbital (Pentoject) and perfused with ice-cold PBS to remove circulating blood from the vasculature. DRGs and sciatic nerves were rapidly harvested and placed into ice-cold HBSS (Gibco). Single-cell suspensions were obtained after enzymatic digestion using 3 mg/mL Dispase (Roche), 0.125% collagenase (Sigma-Aldrich), and 200 U/mL DNase I (Sigma-Aldrich) in F-12 medium (Gibco) for 30 minutes at 37°C, followed by centrifugation at 300*g* for 10 minutes and resuspension in FACS buffer. Samples were stained for viability with Live/Dead Fixable Near IR (Invitrogen, L10119) for 30 minutes, followed by staining with directly conjugated antibody mix.

The following antibodies were used: anti–mouse CD16/CD32 (clone 93; BioLegend, 101302), Brilliant Violet 605 (BV605)–conjugated anti-CD45 (clone 30-F11; BioLegend, 103139), BV421-conjugated anti-CD11b (clone M1/70; Biolegend, 101235), allophycocyanin (APC)-conjugated anti-F4/80 (clone BM8; BioLegend, 123116), PercP-Cy5.5–conjugated anti-MHCII (clone AF6-120.1; BioLegend, 116416), phycoerythrin (PE)-conjugated anti–TGF-βR2 (R&D Systems, FAB532P), PE-Cy7–conjugated anti-CD206 (clone C068C2; BioLegend, 141720), FITC-conjugated anti-CD206 (clone C068C2; BioLegend, 141704), FITC-conjugated anti-Ly6C (clone HK1.4; BioLegend, 128006), PE-conjugated Ly6G (clone 1A8; BioLegend, 127607), and PE-Cy7–conjugated anti-CCR2 (CD192; clone SA203G11; BioLegend, 150611). All antibodies were used at a dilution of 1:100, except for PE-conjugated anti–TGF-βR2, which was used at 1:50. Macrophages were identified as CD45^+^CD11b^+^F4/80^+^. M1-like macrophages were identified as CD45^+^CD11b^+^F4/80^+^MHCII^+^CD206^–^. M2-like macrophages were identified as CD45^+^CD11b^+^F4/80^+^MHCII^–^CD206^+^. Monocytes were identified as CD45^+^CD11b^+^Ly6C^+^Ly6G^–^. Classical monocytes were identified as CD45^+^CD11b^+^Ly6C^hi^Ly6G^–^. Nonclassical monocytes were identified as CD45^+^CD11b^+^Ly6C^lo^Ly6G^–^. Neutrophils were identified as CD45^+^CD11b^+^Ly6C^+^Ly6G^+^. The total number of cells was then normalized to counting bead number (BioLegend, 424902). Cells were analyzed using a flow cytometer (LSR II, BD Biosciences).

### Western blotting.

Macrophages (1 × 10^6^ cells) and L3-L4-L5 DRGs were lysed in RIPA buffer (Sigma-Aldrich) supplemented with antiphosphatase (Phostop, Roche) and protease inhibitor (Roche). Protein concentration was determined by BCA assay (Bio-Rad) prior to denaturation. Samples were loaded into 10% SDS-PAGE gels and transferred onto polyvinylidene difluoride (PVDF) membranes. Membranes were probed with the following primary antibodies: rabbit anti-SMAD4 (1:1000; Cell Signaling Technology, 46535), rabbit anti–p-ERK (1:1000; Cell Signaling Technology, 9101), rabbit anti–p-p38 (1:1000; Cell Signaling Technology, 9211), rabbit anti-ERK (1:1000; Cell Signaling Technology, 4695), rabbit anti-p38 (1:1000; Cell Signaling Technology, 9212), and rabbit anti-CCL2 (1:1000; Invitrogen, MAS-17040). GAPDH (1:2000; Abcam, ab8245) and β-actin (1:1000; Cell Signaling Technology, 4967) were used as loading controls. Results were visualized with horseradish peroxidase–coupled anti–rabbit immunoglobulin (Dako, Agilent) using enhanced chemiluminescence detection reagents. Protein abundances were analyzed by densitometry scanning using Fiji (ImageJ 1.52i, NIH)

### Immunofluorescence.

For tissue immunofluorescence, mice were transcardially perfused with ice-cold PBS, and lumbar spinal cords and L3-L4-L5 DRGs were harvested and placed into 4% paraformaldehyde (PFA) (Sigma-Aldrich). Transverse sections of the spinal cord (20 μm) and DRG (10 μm) were taken using a cryostat (Bright Instruments). Sections were postfixed for 10 minutes, permeabilized with PBS/0.1% Triton X-100, and then incubated with rat anti–mouse F4/80 (1:200; Abcam, ab6640), followed by anti-rabbit–Alexa Fluor 546 secondary antibody (1:1000; Invitrogen, A11081), Ki67 (1:250; Abcam, ab16667), CCL2 (1:500; Invitrogen, MAS-17040), and IB4 (1:500; Invitrogen, I32450). For macrophage and DRG culture immunofluorescence, cells were plated on Labtec chamber slides (Thermo Fisher Scientific), fixed with 4% PFA, and then permeabilized with PBS/0.1% Triton X-100 for 10 minutes. The following antibodies were used: rabbit anti–mouse p-SMAD2/3 (1:1000; Cell Signaling Technology, 8828), rat anti–mouse F4/80 (1:200; Abcam, ab6640), rabbit anti–mouse TGF-βR2 (1:100; R&D Systems, FAB532P), rabbit anti–β-III tubulin (1:1000; Thermo Fisher Scientific, MA1-118), followed by fluorophore-coupled secondary antibodies (1:1000, Alexa Fluor 568, 488, 647; Invitrogen). The immunoreactivity was captured using a Zeiss LSM710 confocal microscope and images were acquired using the LSM software (Zeiss).

### Macrophage isolation from the DRG.

L4/L5 DRGs from miR-21–cKO mice and their littermate controls were harvested and digested as previously described (16). The single-cell suspensions were magnetically labeled with anti-F4/80 MicroBeads Ultrapure (Miltenyi Biotec, 130-110-443) for 15 minutes at 4°C, and then loaded onto a MACS column (Miltenyi Biotec, 130-042-401) placed on the magnetic field separator. The F4/80^+^ cells (positive fraction) were retained within the column and the unlabeled cells depleted in the F4/80^+^ (negative fraction) run through. The F4/80^+^ cells were eluted from the columns in PBS, 0.5% BSA, and 2 mM EDTA, followed by a centrifugation at 300*g* for 10 minutes.

### Extracellular vesicle isolation and analysis.

Supernatants from cultured DRG neurons of miR-21–cKO mice and their littermate controls were collected and centrifuged at 13,000*g* for 2 minutes for depletion of apoptotic bodies and cell debris. Supernatants were further incubated with CellTrace far-red dye (1 μM, Thermo Fisher Scientific, C3456) for 10 minutes on ice. Samples were then ultracentrifuged at 100,000*g* for 1 hour at 4°C. Extracellular vesicles (EVs) were collected and analyzed using ImageStream, as previously described (16). Briefly, EV samples were run on the ImageStream under slow-speed flow and ×60 magnification, with the 658 nm laser set at 200 mW and the side scatter at 70 mW. Data are expressed as EV/mL.

### Intrathecal injection of macrophages.

BMDMs were intrathecally injected under light isoflurane anesthesia, as previously described (47).

For the M2-like experiment, BMDMs from *Cx3cr1^GFP/+^* mice were stimulated for 16 hours with IL-4 (R&D Systems) and TGF-β (R&D Systems). M2-like BMDMs were then lifted from the plates and resuspended in ice-cold PBS, followed by 3 washes prior to intrathecal injection of 5 × 10^5^ cells/5 μL per mouse. For the antagomir-21–treated macrophage experiment, BMDMs obtained from C57BL/6 mice were transfected with either antagomir-21 or scramble control for 48 hours, followed by 3 PBS washes prior to the intrathecal injection of 5 × 10^5^ cells/5 μL per mouse.

### Genome-wide microarray.

Macrophages (F4/80^+^CD11b^+^, 2–5,000 cells) were sorted from a pool of ipsilateral L4/L5 DRGs of SNI WT and miR-21–cKO mice using a FACSAria II sorter (BD Biosciences) or cultured PMs. Total RNA was prepared from the cell lysates. Each condition was represented by independently collected biological triplicates. Labeled cell extracts were processed for microarray analysis using the WT Pico Amplification kit (Thermo Fisher Scientific) and hybridized to Affymetrix Mouse 430V2 Arrays. The quality of cDNA and fragmented cDNA was assessed in an Agilent Bioanalyzer 2100. All analyses were performed in R (v4.2.0). Statistically significant differences between groups were determined using the affy R package (52). The parameters were set to RMA background correction and quantile normalization, with pm correct pmonly and amedianpolish. Significant differential expression was inferred based on a *P* value of less than 0.05. Enrichment for GO terms for individual comparisons was performed using the EnrichGO function from the clusterProfiler R package in Bioconductor. A *P*-value and *q*-value cutoff of 0.05 was used.

### Data availability.

All data generated in this study are included in the manuscript. In vivo and in vitro microarray data are deposited into the NCBI Gene Expression Omnibus (GEO) database under accession numbers GSE104270 and GSE227608, respectively.

### Statistics.

All data are expressed as mean ± SEM. Sample size is stated in the figure legends and was determined according to previous internal data/publications. Data analyses were performed using GraphPad Prism (v.9.0.1) by unpaired Student’s *t* test (2 groups), 1-way ANOVA followed by Tukey’s multiple-comparison test (3 or more groups), or 2-way ANOVA followed by Tukey’s multiple-comparison test (behavioral data). *P* values of less than 0.05 were considered significant.

### Study approval.

All mouse studies were conducted under ethical approval from the local animal guide for care and use of laboratory animals (Biological Services Unit at King’s College London), and in accordance with the Home Office regulations (Guidance on the Operation of Animals, Scientific Procedures Act, 1986).

## Author contributions

LZ and MM conceptualized the study. LZ, RS, GSL, SAM, FP, SF, and DC developed methodology/experiments. LZ, RS, GSL, and MM carried out the investigation. LZ and MM wrote the original draft of the manuscript. All authors read and approved the final manuscript.

## Supplementary Material

Supplemental data

## Figures and Tables

**Figure 1:**
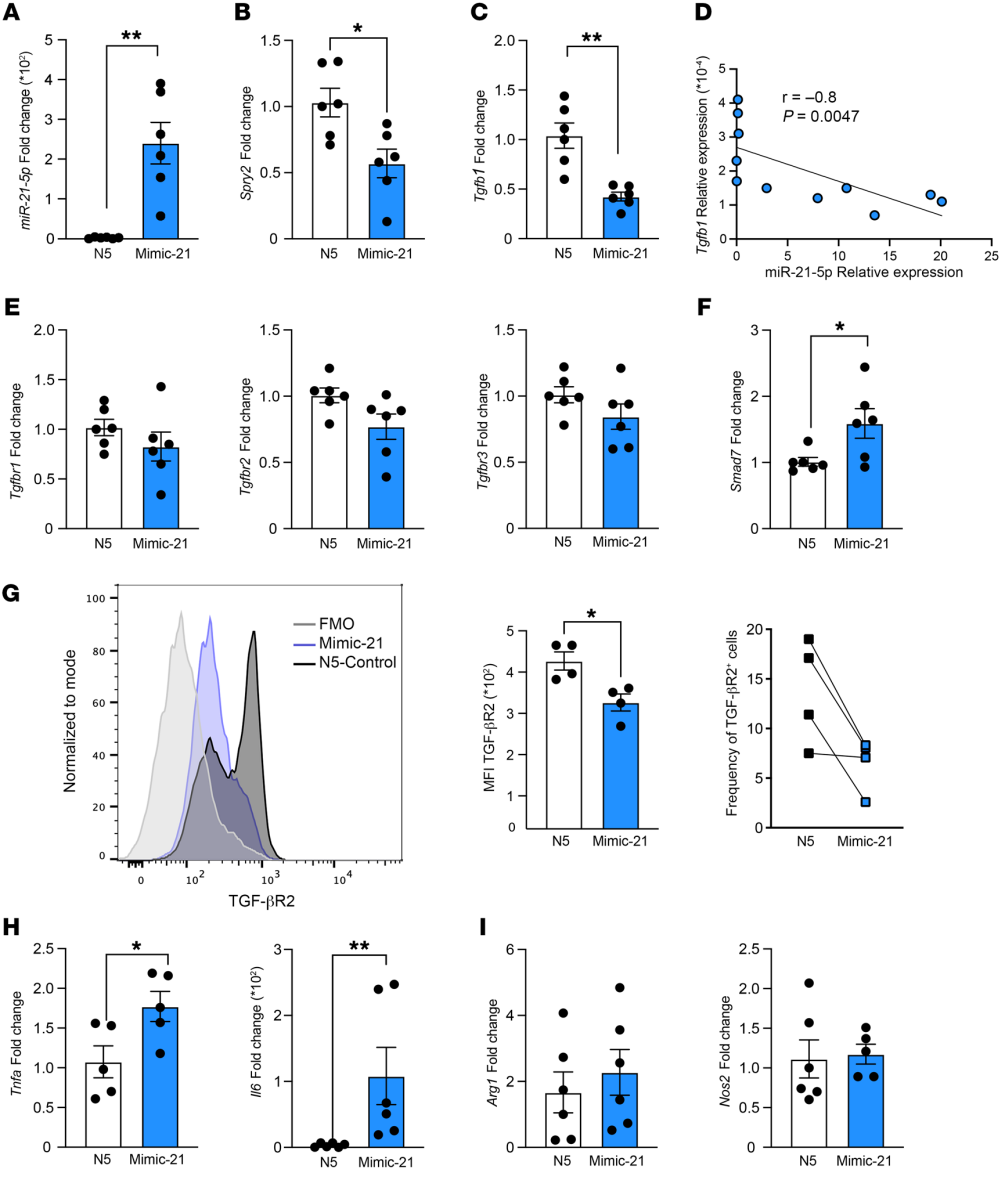
miR-21 induces a proinflammatory phenotype and downregulates TGF-β–related pathway in macrophages. Peritoneal macrophage (PM) transfection with miR-21 mimic (mimic-21) or scramble control (N5) followed by RT-qPCR and flow cytometry. (**A**) miR-21-5p fold change after 48 hours of transfection with mimic-21 (*n* = 6). (**B**) *Spry2* (known target of miR-21-5p) mRNA fold change after 48-hour PM transfection (*n* = 6). (**C**) *Tgfb1* fold change in PMs overexpressing miR-21-5p, *n* = 6 per group. (**D**) Spearman’s correlation between miR-21-5p expression and *Tgfb1* mRNA expression (*n* = 11). (**E**) RT-qPCR of *Tgfbr1*, *Tgfbr2*, *Tgfbr3*, and (**F**) *Smad7* fold change in PMs overexpressing miR-21-5p, *n* = 6 per group. (**G**) Histograms of TGF-βR2 expression in BMDMs transfected with mimic-21 or scramble N5 by quantitative flow cytometry using fluorescence minus one (FMO) controls. The bar graphs represent the MFI (left) and percentage of cells (right), *n* = 4 per group. (**H**) RT-qPCR of proinflammatory genes *Tnfa* and *Il6* in PMs transfected with mimic-21 (*n* = 6). (**I**) RT-qPCR of polarization markers *Arg1* and *Nos2* in PMs transfected with mimic-21, *n* = 5–6 per group. Data are presented as mean ± SEM. *P < 0.05, **P < 0.01 by unpaired, 2-tailed Student’s *t* test (**A**–**C** and **E**–**I**).

**Figure 2:**
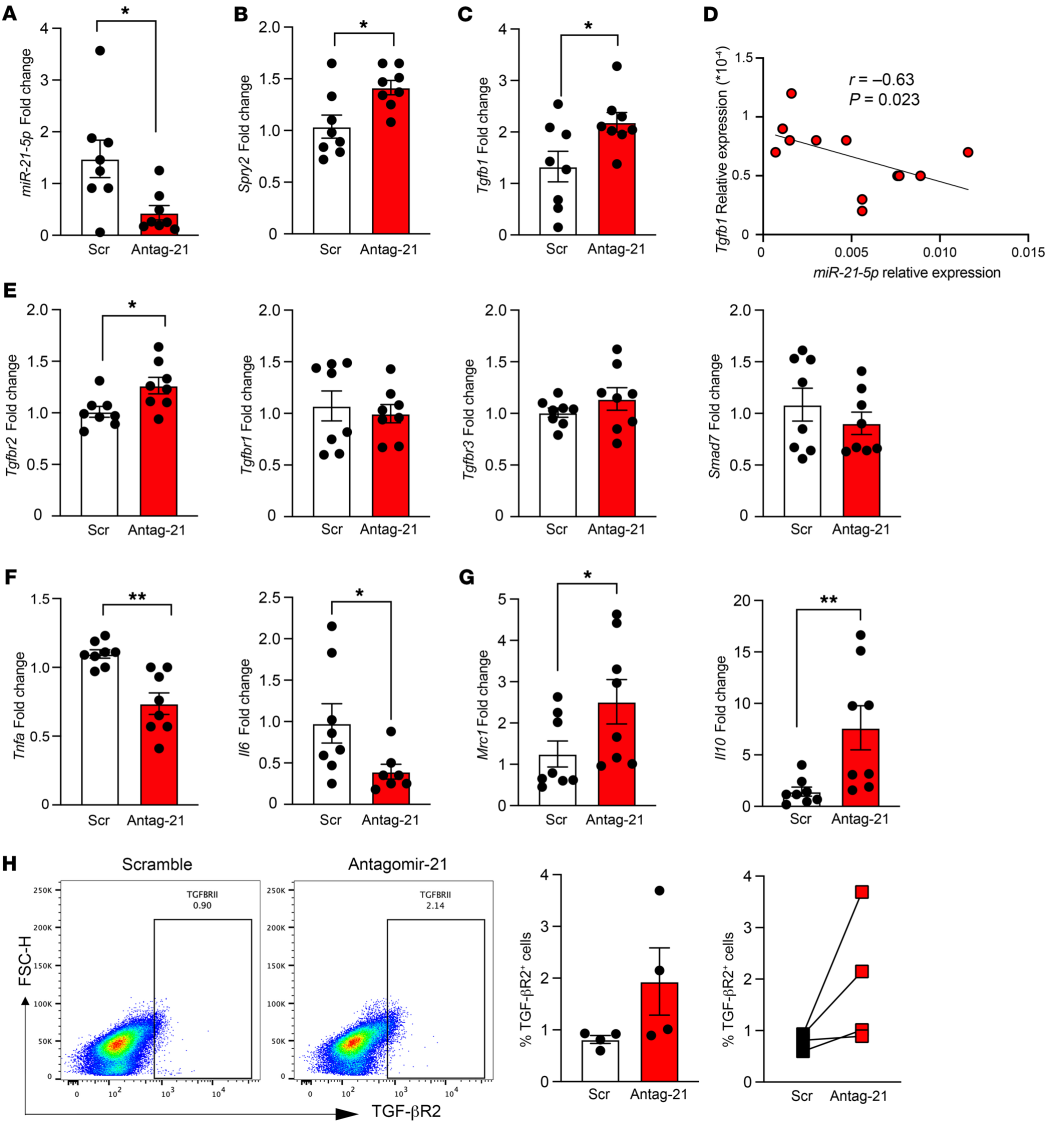
miR-21 silencing induces an antiinflammatory phenotype and upregulates TGF-β–related pathway in macrophages. Macrophages transfected with an miR-21 antagomir (antagomir-21) or scramble control followed by RT-qPCR and flow cytometry. (**A**) miR-21-5p fold change in BMDMs after 48-hour transfection with antagomir-21 (*n* = 8). (**B**) *Spry2* mRNA fold change in BMDMs after 48-hour transfection with antagomir-21 (*n* = 8). (**C**) *Tgfb1* fold change in BMDMs after transfection with antagomir-21, *n* = 8 per group pooled from 2 independent experiments. (**D**) Spearman’s correlation between miR-21-5p expression and *Tgfb1* mRNA expression (*n* = 11). (**E**) RT-qPCR of *Tgfbr2*, *Tgfbr1*, *Tgfbr3*, and *Smad7* in BMDMs after 48-hour transfection with antagomir-21 (*n* = 8). (**F**) RT-qPCR of proinflammatory genes *Tnfa* and *Il6* in BMDMs transfected with antagomir-21 (*n* = 8). (**G**) RT-qPCR of antiinflammatory genes *Mrc1* and *Il10*, *n* = 8 per group, pooled from 2 independent experiments. (**H**) Flow cytometry analysis of TGF-βR2 expression in BMDMs after silencing miR-21-5p, *n* = 4 per group. The bar graphs represent the percentage of F4/80^+^TGF-βR2^+^ cells. Data are presented as mean ± SEM. *P < 0.05, **P < 0.01 by unpaired, 2-tailed Student’s *t* test (**A**–**C** and **E**–**G**).

**Figure 3:**
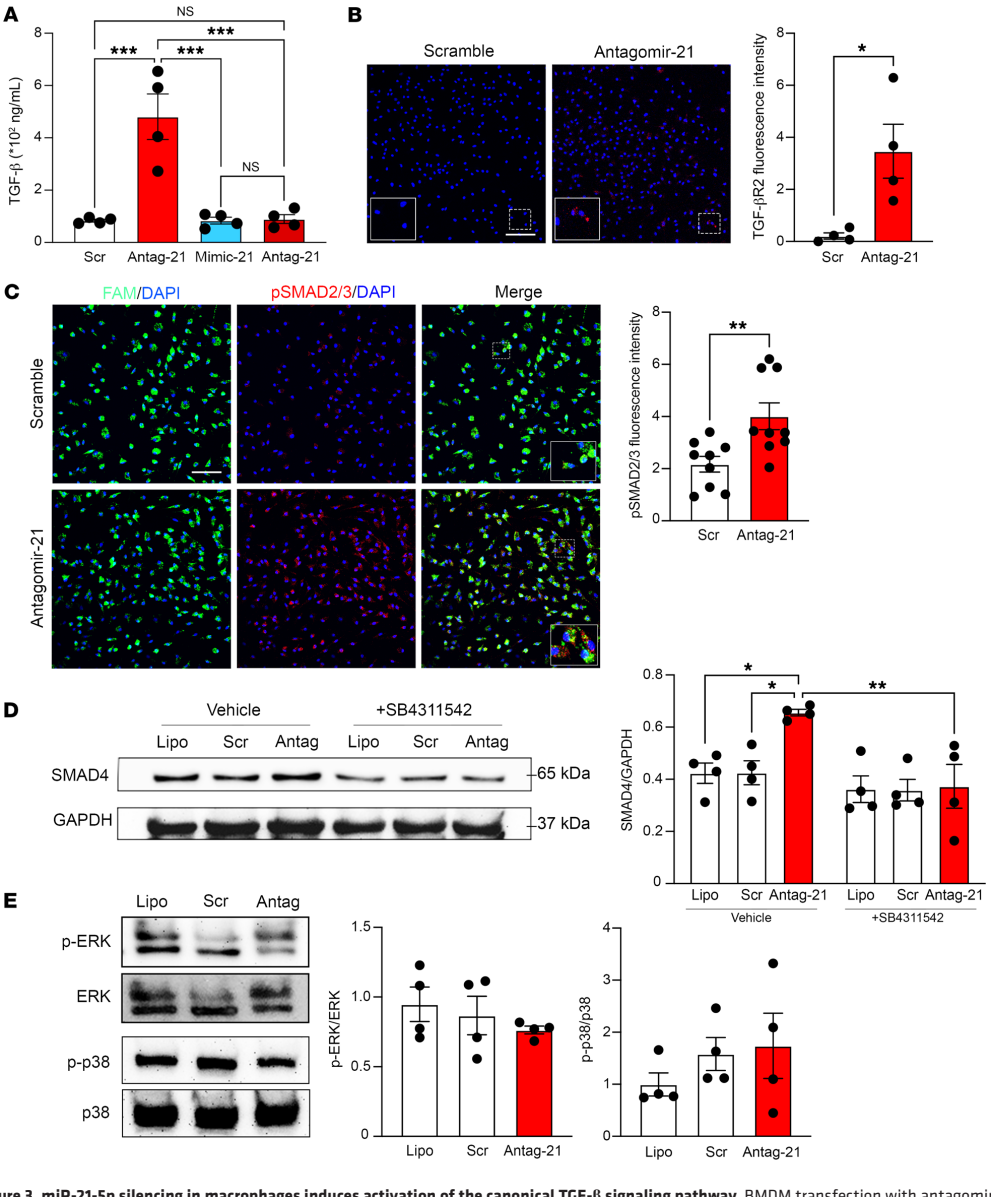
miR-21-5p silencing in macrophages induces activation of the canonical TGF-β signaling pathway. BMDM transfection with antagomir-21 or scramble control for 48 hours followed by TGF-β signaling pathway analysis. (**A**) TGF-β1 ELISA in culture media of BMDMs transfected with antagomir-21, mimic-21, or scramble control, stimulated with vehicle or LPS (100 ng/mL), *n* = 4 per group. (**B**) Immunofluorescent staining of TGF-βR2 in BMDMs transfected with antagomir-21 or scramble control. Bar graph represents quantification of TGF-βR2 fluorescence intensity (*n* = 4). Scale bar: 50 μm. (**C**) Immunofluorescent staining of p-SMAD2/3 in BMDMs transfected with antagomir-21 or scramble control. Bar graph represents quantification of p-SMAD2/3 fluorescence intensity (*n* = 9). Scale bar: 50 μm. (**D**) Western blotting of SMAD4 in BMDMs not transfected (lipofectamine, Lipo) and transfected with either antagomir-21 or scramble control, treated with vehicle or TGF-βR1 antagonist (SB431542), *n* = 4 per group. (**E**) Western blotting for p-ERK/ERK and p-p38/p38 in BMDMs not transfected and transfected with either antagomir-21 or scramble control, *n* = 4 per group. Data are presented as mean ± SEM. *P < 0.05; **P < 0.01; ***P < 0.001 by 1-way ANOVA followed by Tukey’s multiple-comparison test (**A** and **D**) or unpaired, 2-tailed Student’s *t* test (**B** and **C**).

**Figure 4:**
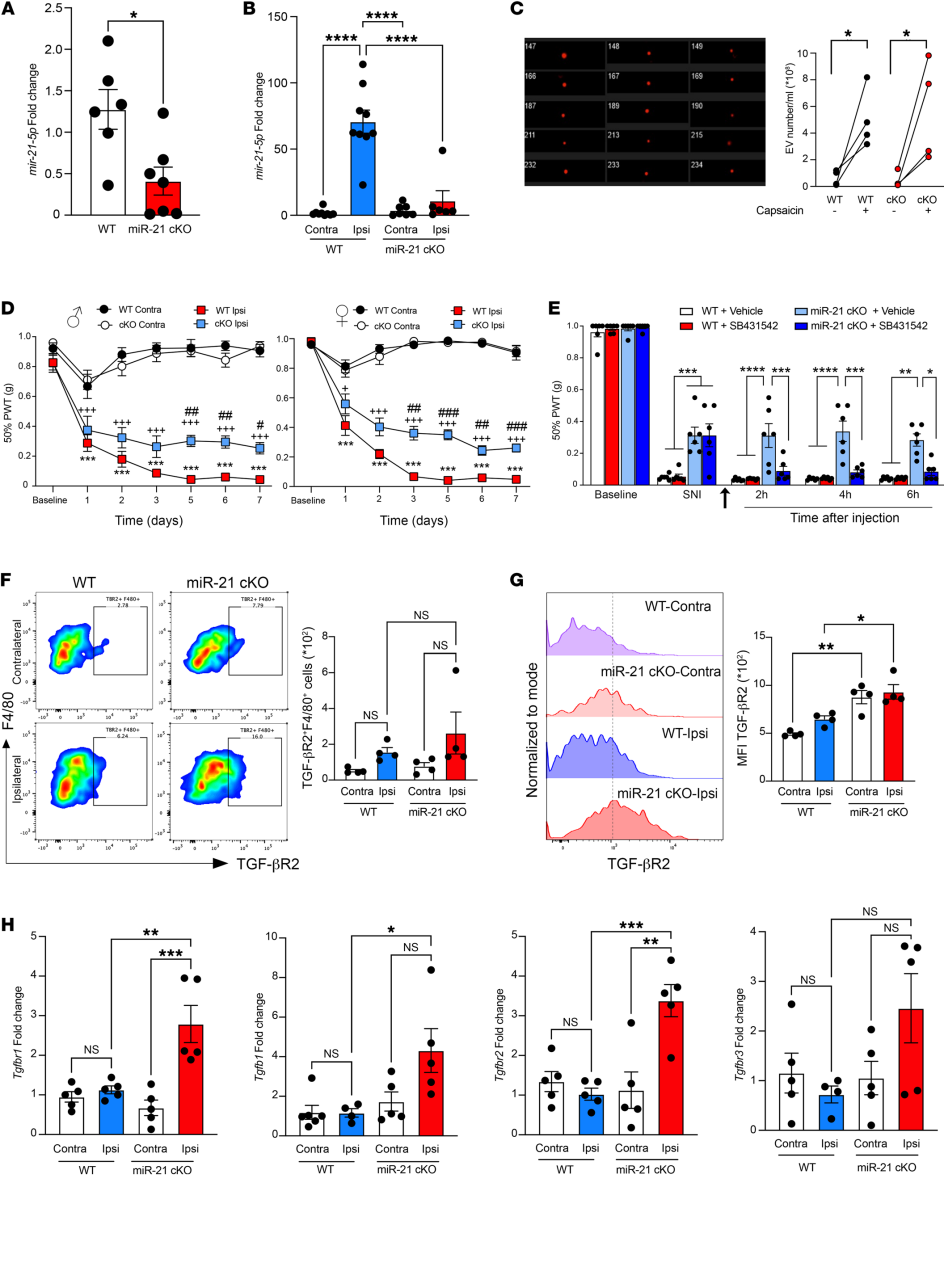
miR-21 silencing in sensory neurons prevents neuropathic hypersensitivity and regulates TGF-βR2 expression. (**A**) RT-qPCR of miR-21-5p in DRG cultures of WT and miR-21–cKO mice, *n* = 6–7 cultures per group. (**B**) RT-qPCR of miR-21-5p in DRGs of WT and miR-21–cKO mice on day 7 after SNI (*n* = 6–9). (**C**) ImageStream analyses of exosomes (extracellular vesicles, EVs) isolated from culture media of WT and miR-21–cKO DRG neurons incubated with vehicle or capsaicin (CAPS, 1 μM) for 3 hours (*n* = 4). (**D**) Attenuated allodynia in miR-21–cKO mice up to day 7 after SNI in males and females. Data are presented as 50% paw withdrawal thresholds (PWT). ^+^*P* < 0.05, ^+++^*P* < 0.001 compared with miR-21–cKO contralateral thresholds; ***P < 0.001 compared with WT contralateral thresholds; ^#^*P* < 0.05, ^##^*P* < 0.01, ^###^*P* < 0.001 compared with WT ipsilateral thresholds; by 2-way ANOVA followed by Tukey’s multiple-comparison test (*n* = 10–14 per group). (**E**) Intrathecal injection of TGF-βR1 inhibitor SB431542 (100 pmol/mouse) abolished the anti-allodynic effect in miR-21 cKO. Arrow indicates the time of injection given on day 7 after SNI, *n* = 6. (**F**) Representative scatterplots of DRG CD11b^+^F4/80^+^ cells stained for TGF-βR2 on day 7 after SNI. Bar graphs represent TGF-βR2^+^ cell number (*n* = 4). (**G**) Representative histograms of TGF-βR2 expression in DRG CD11b^+^F4/80^+^ cells on day 7 after SNI (MFI), *n* = 4. (**H**) RT-qPCR of *Tgfbr1*, *Tgfb1, Tgfbr2*, and *Tgfbr3* in F4/80^+^ cells isolated from DRGs of WT and miR-21–cKO mice on day 7 after SNI, *n* = 5 independent experiments from 4–6 pooled animals in each. Data are presented as mean ± SEM. *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001 by unpaired, 2-tailed Student’s *t* test (**A**) or 1-way ANOVA followed by Tukey’s multiple-comparison test (**B**, **C**, and **E**–**H**).

**Figure 5:**
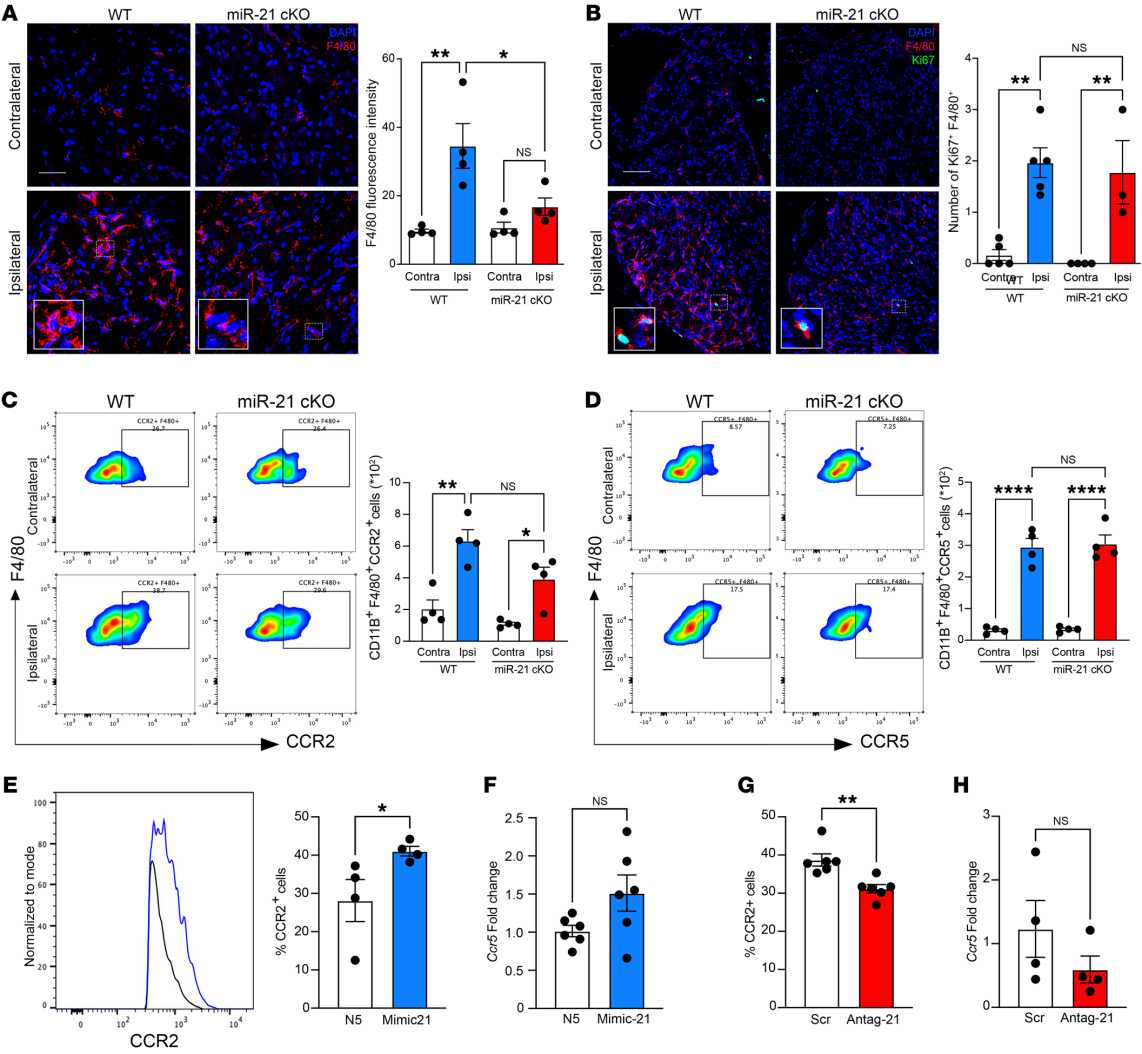
miR-21 silencing in sensory neurons reduces CCR2^+^ monocyte/macrophage infiltration. (**A**) Immunofluorescent staining of F4/80 in ipsilateral and contralateral DRGs of WT and miR-21–cKO mice on day 7 after SNI. Scale bar: 20 μm (*n* = 4, repeated 3 times). (**B**) Immunostaining of F4/80 and Ki67 in ipsilateral and contralateral DRGs of WT and miR-21–cKO mice on day 7 after SNI. Scale bar: 20 μm (*n* = 4). (**C**) Representative scatterplots of CCR2 expression in DRG CD11b^+^F4/80^+^ cells of WT and miR-21–cKO mice on day 7 after SNI (*n* = 4); the bar graph represents CCR2^+^ absolute cell number. (**D**) Representative scatterplots of CCR5 expression in DRG CD11b^+^F4/80^+^ cells of WT and miR-21–cKO mice on day 7 after SNI (*n* = 4); the bar graph represents CCR5^+^ absolute cell number. (**E**) Flow cytometry analysis of CCR2 expression in PMs transfected with N5 control or mimic-21 (*n* = 4). The blue line corresponds to mimic-21 and the black to N5-scramble control. (**F**) RT-qPCR of *Ccr5* in PMs transfected with N5 control or mimic-21, *n* = 8. (**G**) Flow cytometry analysis of CCR2 expression in BMDMs transfected with scramble control or antagomir-21 (*n* = 6). (**H**) RT-qPCR of *Ccr5* in BMDMs transfected with scramble control or antagomir-21 (*n* = 4). Data are presented as mean ± SEM. *P < 0.05; **P < 0.01; ****P < 0.0001 by 1-way ANOVA followed by Tukey’s multiple-comparison test (**A**–**D**) or unpaired, 2-tailed Student’s *t* test (**E**–**H**).

**Figure 6:**
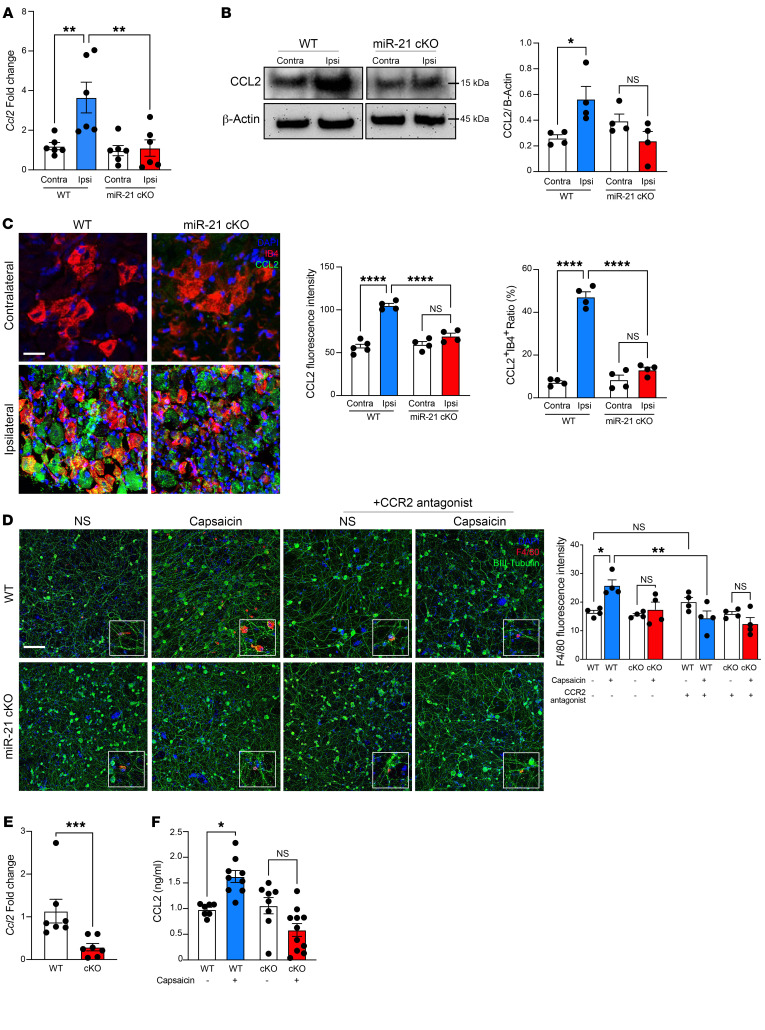
miR-21 silencing reduces CCL2 in sensory neurons and blocks macrophage transmigration. (**A**) RT-qPCR of *Ccl2* in ipsilateral and contralateral DRGs from WT and miR-21–cKO mice on day 7 after SNI, *n* = 6. (**B**) Western blotting of CCL2 in ipsilateral and contralateral DRGs from WT and miR-21–cKO mice on day 7 after SNI, *n* = 4. (**C**) Immunofluorescent staining of CCL2 (green) and IB4 (red) in ipsilateral and contralateral DRGs of WT and miR-21–cKO mice on day 7 after SNI, *n* = 4. Scale bar: 10 μm. (**D**) Representative Transwell photomicrograph of WT and miR-21–cKO DRG neurons stimulated with vehicle or capsaicin for 3 hours, stained for βIII-tubulin (green), and BMDMs treated with vehicle or CCR2 antagonist, stained for F4/80 (red), *n* = 4. Scale bar: 20 μm. (**E**) RT-qPCR of *Ccl2* in WT and miR-21–cKO DRG culture (*n* = 7). (**F**) CCL2 ELISA in culture media of DRG neurons of WT and miR-21–cKO mice, treated with vehicle or capsaicin, *n* = 7–11. Data are presented as mean ± SEM. *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001 by 1-way ANOVA followed by Tukey’s multiple-comparison test (**A**–**D** and **F**) or 2-tailed Student’s *t* test (**E**).

**Figure 7:**
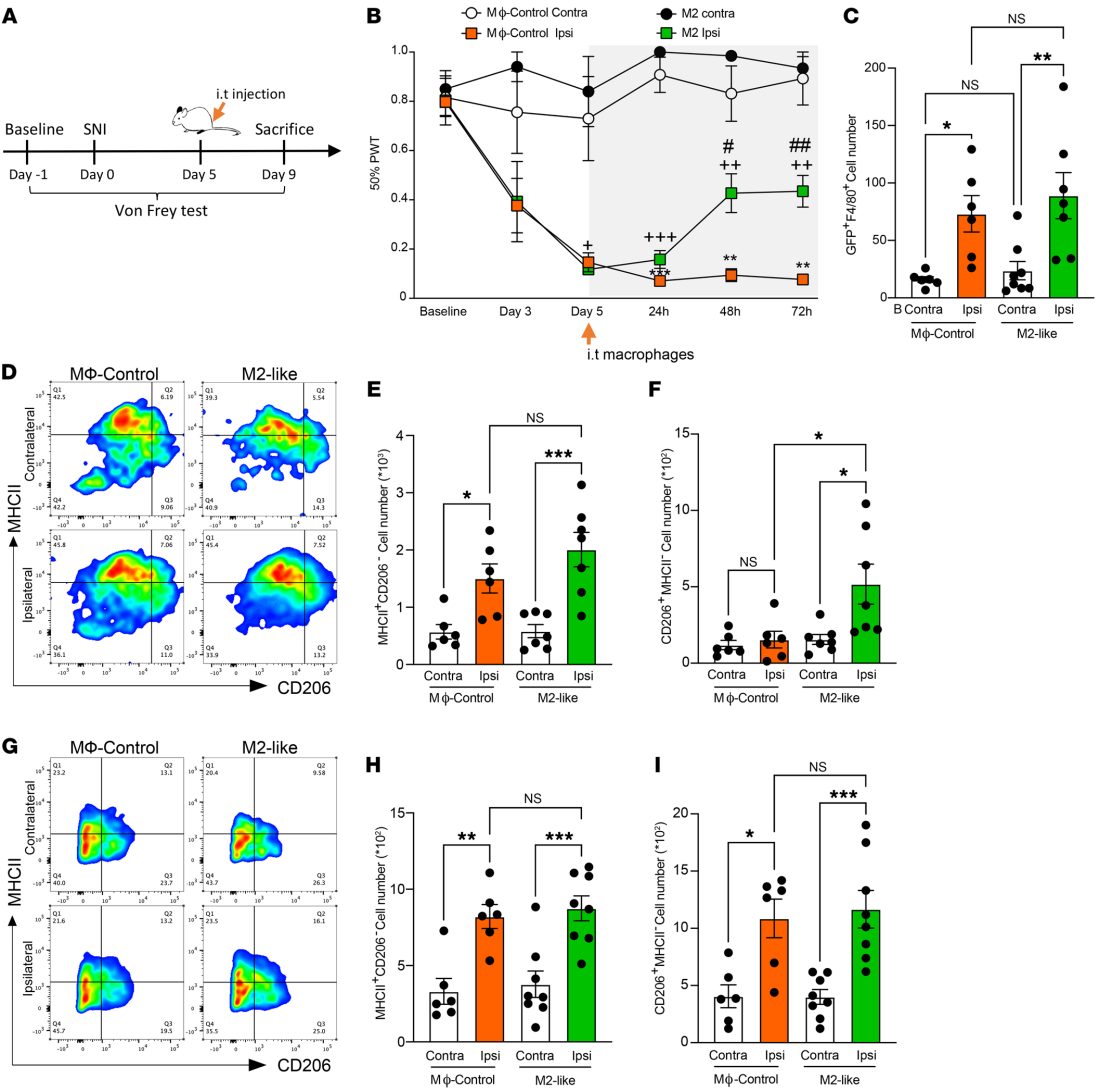
Intrathecal injection of M2-like macrophages alleviates neuropathic allodynia via the polarization of sNAMs toward an antiinflammatory phenotype. (**A**) Schematic representation of the experimental design for intrathecal (i.t.) delivery of macrophages in WT mice, and the behavioral tests. (**B**) Effect of macrophage control (MΦ-control) and M2-like macrophages on the development of mechanical hypersensitivity in SNI (*n* = 5–6). Data are presented as 50% paw withdrawal thresholds (PWT); mean ± SEM. ^+^*P* < 0.05, ^++^*P* < 0.01, ^+++^*P* < 0.001 compared with M2-like contralateral thresholds; **P < 0.01, ***P < 0.001 compared with MΦ-control contralateral thresholds, ^#^*P* < 0.05, ^##^*P* < 0.01 compared with MΦ-control ipsilateral thresholds; by 2-way ANOVA followed by Tukey’s multiple-comparison test. (**C**) Absolute number of GFP^+^F4/80^+^ cells in DRGs 2 hours after i.t. delivery of MΦ-control and M2-like macrophages (*n* = 6–8). (**D**) Representative scatterplots of CD206 and MHCII expression in CD11b^+^F4/80^+^ macrophages in DRGs 2 hours after i.t. delivery of MΦ-control and M2-like macrophages. (**E**) MHCII^+^CD206^–^ (M1-like), and (**F**) CD206^+^MHCII^–^ (M2-like) absolute cell number in DRGs 2 hours after i.t. delivery of MΦ-control and M2-like macrophages (*n* = 6–7). (**G**) Representative scatterplots of CD206 and MHCII expression in CD11b^+^F4/80^+^ macrophages in DRGs 48 hours after i.t. delivery of MΦ-control and M2-like macrophages. (**H**) MHCII^+^CD206^–^ (M1-like) and (**I**) CD206^+^MHCII^–^ (M2-like) absolute cell number in DRGs 48 hours after i.t. delivery of MΦ-control and M2-like macrophages (*n* = 6–8). Data are presented as mean ± SEM. *P < 0.05, **P < 0.01, ***P < 0.001 by 1-way ANOVA followed by Tukey’s multiple-comparison test (**C**, **E**, **F**, **H** and **I**).

**Figure 8:**
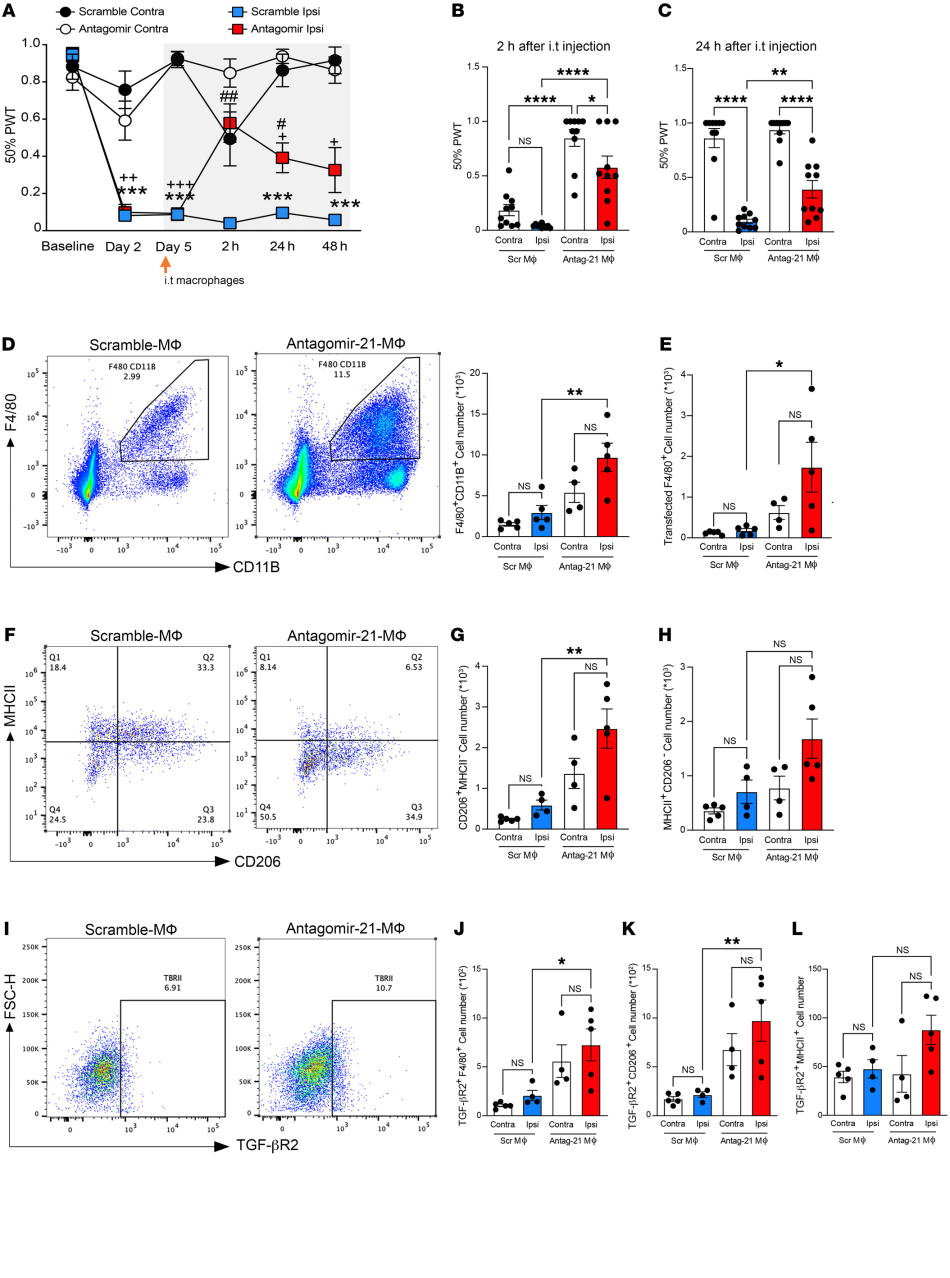
Intrathecal delivery of antagomir-21–treated BMDMs reverses neuropathic hypersensitivity via upregulation of TGF-βR2 at early stages. (**A**) Effect of scramble-treated BMDMs and antagomir-21–treated BMDMs on the development of mechanical hypersensitivity after SNI (*n* = 10). Data are presented as 50% paw withdrawal thresholds (PWT); mean ± SEM. ^+^*P* < 0.05, ^++^*P* < 0.01, ^+++^*P* < 0.001 compared with antagomir-21–treated BMDM contralateral thresholds; ***P < 0.001 compared with scramble-treated BMDM thresholds; ^#^*P* < 0.05, ^##^*P* < 0.01 compared with scramble ipsilateral thresholds; 2-way ANOVA followed by Tukey’s multiple-comparison test. (**B**) Bar graphs represent PWT at 2 hours and (**C**) 24 hours after intrathecal (i.t.) injection of antagomir-21–treated BMDMs or scramble-treated BMDMs (*n* = 10). (**D**) Representative scatterplots of F4/80^+^CD11b^+^ macrophages in ipsilateral DRGs 2 hours after i.t. injection of scramble-treated BMDMs or antagomir-21–treated BMDMs (gated on live cells); the bar graphs represent the F4/80^+^CD11b^+^ absolute cell number (*n* = 4–5). (**E**) Bar graphs of GFP^+^ BMDM absolute cell number in L3-L4-L5 DRGs 2 hours after i.t. injection (*n* = 4–5). (**F**) Representative scatterplots of CD206 and MHCII in CD11b^+^ F4/80^+^ macrophages of ipsilateral DRG 2 hours after i.t. injection. (**G**) Bar graphs represent CD206^+^MHCII^–^ and (**H**) MHCII^+^CD206^–^ absolute cell numbers in CD11b^+^F4/80^+^ macrophages 2 hours after i.t. injection (*n* = 4–5). (**I**) Representative scatterplots of TGF-βR2 expression in CD11b^+^F4/80^+^ macrophages of ipsilateral DRG 2 hours after i.t. injection. (**J**) TGFBR2^+^F4/80^+^ absolute cell numbers (*n* = 4–5). (**K**) TGFBR2^+^CD206^+^ and (**L**) TGFBR2^+^MHCII^+^ absolute cell numbers in the DRG 2 hours after i.t. injection (*n* = 4–5). Data are presented as mean ± SEM. *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001 by 1-way ANOVA followed by Tukey’s multiple-comparison test (**B**–**E**, **G**, **H**, and **J**–**L**).

**Table 1:**
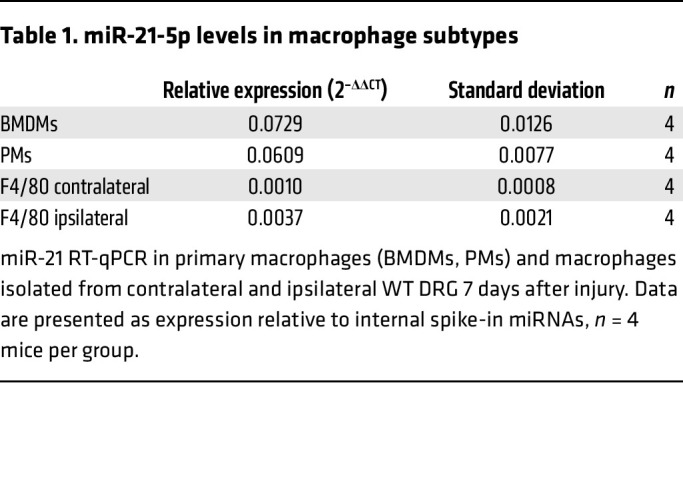
miR-21-5p levels in macrophage subtypes

How the deposited data were processed for this re-analysis (not part of the article)

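Expression was measured in PMs on 12 Affymetrix mouse arrays: 2 arrays in each of 6 groups, formed by 3 transfections (lipofectamine alone, scramble oligonucleotide, antagomir-21) and exosomes of sensory neurons with miR-21 or a GFP reporter. Groups and replicates were taken from the sample labels. The methods state 3 biological replicates per condition, and 2 per group are analyzed here. The lipofectamine groups of the arrays are named in the labels alone; they were read as PMs given the reagent without oligonucleotide, as the paper uses lipofectamine for untransfected cells in another assay. The methods name a WT Pico amplification kit, and the labels NuGEN amplification and biotin labeling kits. Other arrays and assays of the paper, such as the arrays of DRG macrophages, are not analysed here.

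The authors deposited log2 signals per probe set, made on each array before deposition by a single scale factor: the trimmed means on the linear scale, with 2% removed at each end, were 496 to 499 on every array. The methods describe RMA background correction, quantile normalization and median polish with the affy package. The deposited arrays do not share a distribution (medians 7.92 to 8.58, lower quartiles 5.28 to 7.04, upper quartiles 9.05 to 9.52, SD 2.04 to 2.48), so these values are not quantile normalized, and the software that made them is not given in the sources used here. The values run from 0 to 19.26, with 11 values at exactly 0, and no further log transformation was applied. How far a signal stands above background is not known from the table, and for arrays the number of arrays limits the precision.

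The table held 45037 probe sets, of which 34945 had 1 gene symbol in the platform annotation, 932 had several and 9160 were not listed there; the latter groups were left out. Symbols of 34741 probe sets were updated through their gene ID. Each of 18193 genes was represented by the probe set with the highest mean over all arrays; 9010 genes had more than 1. Genes carry no coordinates here, since no genome build is given in the sources used here for the arrays.

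Groups were compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes on 6 group means, 6 residual degrees of freedom, Benjamini-Hochberg adjustment over 18193 genes). Counts are also given at an unadjusted p under 0.05, the threshold of the methods, which do not name an adjustment. The comparisons were antagomir-21 against scramble with each exosome, miR-21 against GFP exosomes in each transfection, scramble against lipofectamine with each exosome, scramble with miR-21 exosomes against antagomir-21 with GFP exosomes, antagomir-21 with miR-21 exosomes against scramble with GFP exosomes, and the interaction. The exosomes were also compared over all 12 arrays with transfection as a term, and antagomir-21 against scramble over 8 arrays with exosomes as a term. The replicate numbers do not pair the arrays: after group means were removed, 15 correlations between groups ranged from −0.192 to 0.167, so no replicate term was used. The exact 1-sided permutation test of replicate similarity on genes above the median signal gave a mean r of 0.633 within and 0.657 between groups (p = 0.826). Arrays of one group were thus no more alike than arrays of different groups, and a mislabelled array cannot be ruled out from these values.

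A total of 27 gene lists, of pathways and of cell types that a peritoneal lavage or a neuronal preparation can hold, were tested with limma's camera at a preset correlation between genes of 0.01, with adjustment over the lists of a comparison. They were tested again with an estimated correlation and with fry. Comparisons, tests of genes and of lists, the lists, alternatives and the rule for named genes were fixed before the data were examined, whereas several tests of explanations were chosen later, as stated where they are given. The rule named the genes of the paper, not all of which are reported here, the 10 genes with the smallest unadjusted p in each direction where none passed an adjusted p (among genes whose groups do not overlap), and up to 4 members of each list discussed. The text names the first 3 in each direction of the 4 comparisons whose spans follow. Of these, miR-21 against GFP exosomes after scramble is not stated in the paper's text. It was set beside the paper's statements on exosomes. The text also names fewer list members than the rule allows, chosen after their values were seen. The 10 genes each way spanned log2 fold changes of 3.35 to 5.09 and −5.53 to −3.98 for antagomir-21 against scramble, 4.18 to 5.72 and −5.00 to −3.64 for miR-21 exosomes after antagomir-21, 4.67 to 6.23 and −5.15 to −3.85 for miR-21 exosomes against antagomir-21, and 4.29 to 5.51 and −4.66 to −3.88 for miR-21 exosomes after scramble.

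The procedure was tested on simulated data of the same spread, with 5 runs per setting. At an unadjusted p under 0.05, limma recovered 11.2% of genes given a log2 change of 1, 36% at 2, 73.6% at 4 and 90.8% at 6. At an adjusted p under 0.05 it recovered 0% at 1 and at 2. A list of 30 genes raised by 1 was found by camera in 100% of 20 runs, and an unchanged list was called in 0%. The genes were simulated as independent, which real genes are not.

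The alternatives were quantile normalization, centring on array medians, genes above the median signal alone, the mean of all probe sets of a gene, every probe set, a fit on the compared groups alone, trended and robust eBayes, a replicate term, the unpaired test that the paper names for its comparisons of 2 groups though not for the arrays (the array methods name the affy package alone), a fold change minimum of 1.5, lipofectamine as or averaged with the scramble control, antagomir-21 with miR-21 in place of GFP exosomes, and each array left out. They were set for the counts and named genes and were applied to the gene lists and correlations too. Centring on array medians moved the median log2 change of all genes from 0.03 to 0.20 for antagomir-21 against scramble, from −0.08 to −0.30 for miR-21 exosomes after antagomir-21, from 0.03 to −0.33 for miR-21 exosomes against antagomir-21, from 0.04 to −0.15 for miR-21 exosomes after scramble, and from −0.02 to −0.23 for miR-21 exosomes over all transfections. The enrichment of gene ontology terms that the methods describe was not repeated.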

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

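The tests of signal spread and of the arrays with miR-21 exosomes were chosen only after the list results were seen. Lysosome and endocytosis genes and cytosolic ribosomal proteins, which the paper does not discuss, passed camera's test in several comparisons. Their median log2 fold changes were 0.89 and 0.70 with antagomir-21 against scramble under GFP exosomes (adjusted p = 0.888 with an estimated correlation for both). With scramble and miR-21 exosomes against antagomir-21 and GFP exosomes, which uses the same antagomir-21 arrays, the medians were −1.07 and −0.57 (adjusted p = 0.494 with an estimated correlation for both). Averaged over exosomes, antagomir-21 against scramble gave 0.60 (24 of 30 higher, adjusted p = 0.00277 from camera) and 0.49 (37 of 42 higher, adjusted p = 0.00269), or 0.866 with an estimated correlation for both, and after quantile normalization the calls ended (adjusted p = 0.194 and 0.249). Those averaged calls also ended without scramble with GFP exosomes replicate 1 (0.304 for lysosome and 0.0532 for ribosome) and without antagomir-21 with miR-21 exosomes replicate 1 (0.430 and 0.159).

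Both lists hold bright genes, and the arrays differ in the spread of their signals, which moves bright genes together. For ribosomal proteins under GFP exosomes, the list mean was 0.62 higher with antagomir-21 (SE 0.35), and 0.26 higher (SE 0.34) relative to genes of matched brightness, so the spread of the arrays may account for a part of it. With miR-21 exosomes, however, the same list was 0.33 higher (SE 0.35) and 0.30 higher (SE 0.34) relative to matched genes, so matching hardly lowered it there. All of these differences lie within 2 standard errors of 0. For the lysosome list the difference was 0.84 (SE 0.64), and 0.52 (SE 0.45) relative to matched genes, so that spread and a list-specific difference cannot be told apart at this standard error. The biological explanation, antagomir-21 itself, was examined on the arrays with miR-21 exosomes, which share no array with the first comparison. There the lysosome list was higher by 0.33 (SE 0.64), too uncertain to decide it. Those PMs also received exosomes that the paper used to promote transfer of miR-21. An effect of antagomir-21 could be offset there, so a small difference would not decide the question either.

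Dendritic cell markers, also outside the paper's discussion, had a median log2 fold change of 1.51 with scramble and miR-21 exosomes against antagomir-21 and GFP exosomes (8 of 10 higher, adjusted p = 0.0366 from camera, 0.494 with an estimated correlation). The call also ended without scramble with miR-21 exosomes replicate 1 (0.465) and without antagomir-21 with GFP exosomes replicate 2 (0.311).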

How the results depend on the processing

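A set of genes under the rule for named genes gave 92 results, of which 2, *Cd6* and *Prss52* with exosomes averaged, passed an adjusted p under an alternative. The set is not the same as the genes printed in the text. It holds *Cox7c*, *Mcoln1* and *Siglech*, for which no values are printed, and lacks *Bmpr2*, *Smurf2* and *Smad5*. It also lacks *Tnfrsf19* and *Mrc1* with scramble and miR-21 exosomes against antagomir-21 and GFP exosomes, where *Tnfrsf19* turned with an array left out. *Trim10*, *Acot7* and *Ubd* are not among the 92, and are named because they passed the unpaired test. Under other processing 84 of the 92 kept their direction in 768 values, and 8 turned. With other control groups 52 of 65 kept it and 13 turned, and with an array left out 79 of 92 kept it and 13 turned; each left-out array leaves a lone array that is assumed to vary like the other groups. At an adjusted p the counts stayed at 0 from limma except as given below. The unpaired test was not run for the interaction, nor the fit on the compared groups alone for the averaged comparisons. With 2 arrays per group single-gene differences are weakly resolved, and how far the signal of dim genes stands over background is not known from these values. Unless a construction with more probe sets or fewer genes or arrays shows it, the cause was not tested.

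With every probe set, which tests more features, the counts at an unadjusted p under 0.05 were 2630 for antagomir-21 against scramble with GFP and 2428 with miR-21 exosomes, 2753, 2493 and 1747 for miR-21 against GFP exosomes after antagomir-21, scramble and lipofectamine, 3362 for scramble with miR-21 exosomes against antagomir-21 with GFP exosomes, 1161 and 2501 for scramble against lipofectamine with GFP and miR-21 exosomes, 2483 for the interaction, 1823 for antagomir-21 with miR-21 exosomes against scramble with GFP exosomes, and 2570 and 2180 for exosomes and antagomir-21 averaged. With genes above the median level, which tests fewer, they were, in the same order, 269 and 360; 241, 394 and 211; 506; 100 and 419; 322; 179; and 336 and 195. Scramble against lipofectamine with GFP exosomes gave 296 with trended eBayes, 750 with the compared groups alone and 715 with the unpaired test. At an adjusted p, the unpaired test gave 1 gene with miR-21 exosomes after scramble and 2 with antagomir-21 under miR-21 exosomes, and quantile normalization 1 with exosomes averaged.

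Of the lists, 2 passed with antagomir-21 under GFP exosomes, 8 with miR-21 exosomes against antagomir-21, 1 with exosomes averaged and 2 with antagomir-21 averaged. An estimated correlation, fry's test of direction and quantile normalization each left 0 of all of these. Fry's test for differences in either direction passed 2 lists with miR-21 exosomes after antagomir-21 (lowest adjusted p = 0.00679), 1 with miR-21 exosomes against antagomir-21 (dendritic cell markers, 0.00458), 2 with antagomir-21 and miR-21 exosomes against scramble (lowest 0.0188) and 1 with exosomes averaged (T and NK cell markers, 0.00215). With genes above the median level 3 passed with miR-21 exosomes against antagomir-21, 1 in the interaction and 0 with exosomes averaged. The mean of all probe sets gave 4 with antagomir-21 under GFP exosomes, 3 with miR-21 exosomes after antagomir-21 and 4 with antagomir-21 averaged. With miR-21 exosomes against antagomir-21, lipofectamine in place of scramble gave 5 and antagomir-21 with miR-21 exosomes 0; averaging both controls gave 6 with antagomir-21 under GFP exosomes. Camera's direction turned for the TGF-β response list with antagomir-21 for genes above the median level (adjusted p = 0.634), the mean of all probe sets (0.853), lipofectamine (0.728) and both controls (0.839), and for the TGF-β signaling list with the mean of all probe sets (0.745).

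Directions of single genes turned as follows. With median centring, *Spry2* with antagomir-21 was at 0.10. With the mean of all probe sets, *Tgfbr1* was at −0.78, *Nfya* at −0.10 and *Smad7* at 1.44 with antagomir-21, *Tgfbr1* at 0.24 and *Tgfbr2* at 0.0667 with miR-21 exosomes after antagomir-21, *Tgfbr2* at 0.0947 with antagomir-21 and miR-21 exosomes against scramble and GFP exosomes, and *Fdps* at 0.0873 with exosomes averaged. With lipofectamine in place of scramble, *Snai1* was at 1.63 with antagomir-21, *Rpl12* at 0.67 and *Tmem88b* at 0.69 with miR-21 exosomes against antagomir-21, and with miR-21 exosomes *Tnf* was at −0.80, *Il6* at −3.76, *Nos2* at −2.07, *Il1a* at −0.37, *Irf7* at 1.5, *Prg2* at −1.71, *H2ap* at −0.0707, *Tmem88b* at 0.33 and *Rpl12* at 0.18. With both controls averaged, *Tnf* was at −0.0217, *Il6* at −0.35 and *Nos2* at −0.79. With antagomir-21 and miR-21 in place of GFP exosomes, *Kmo* was at −0.11. The correlation of the antagomir-21 and miR-21 exosome changes was −0.533 after quantile normalization and −0.558 above the median level, that of antagomir-21 on separate arrays −0.0022 and 0.044, and that of exosomes 0.105 and 0.100.

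With each array left out, counts at an unadjusted p ranged from 678 to 1595 for antagomir-21 with GFP exosomes, 990 to 1538 with miR-21 exosomes, 391 to 1808 for exosomes in lipofectamine, 265 to 1201 and 964 to 1785 for scramble against lipofectamine, and 653 to 1433 for antagomir-21 with miR-21 exosomes against scramble with GFP exosomes. Genes at an adjusted p with exosomes averaged ranged from 0 to 1. Lists passing ranged from 0 to 5 with antagomir-21 under GFP exosomes, 0 to 12 with miR-21 exosomes after antagomir-21, 0 to 13 with miR-21 exosomes against antagomir-21, 0 to 4 with miR-21 exosomes after scramble, 0 to 3 with antagomir-21 under miR-21 exosomes, 0 to 2 with scramble against lipofectamine under GFP exosomes, 0 to 3 in the interaction, 0 to 3 with antagomir-21 and miR-21 exosomes against scramble, 0 to 11 with exosomes averaged and 0 to 7 with antagomir-21 averaged. The adjusted p of TGF-β signaling ranged from 0.378 to 0.954, of TGF-β response from 0.913 to 0.986, and of the respiratory chain from 0.000175 to 0.962. With antagomir-21, *Tgfbr2* ranged from −0.0669 to 1.01, *Tgfbr3* from −1.32 to 0.44, *Tgfb1* from −0.0775 to 3.79, *Nfya* from −0.0233 to 4.07, *Spry2* from −0.68 to 0.55 and *Smad7* from −0.57 to 0.12. With miR-21 exosomes, *Tgfbr2* after antagomir-21 ranged from −1.66 to 0.57, and after scramble *Tnfrsf19* from −2.39 to 0.58, *Mrc1* from −1.07 to 0.17, *Nos2* from −1.15 to 2.13 and *Slc16a1* from −5.42 to 0.0757. Against scramble and GFP exosomes, *Tgfbr1* ranged from −1.12 to 0.57 and *Tgfbr2* from −1.19 to 1.04. The correlations ranged from −0.715 to −0.349 for the return, −0.090 to 0.109 for antagomir-21 and 0.0071 to 0.200 for exosomes.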

Differences from the paper's values

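The values of single probe sets, and those of *Tnfrsf19* and *Mrc1* in a second pair of groups, were added here only after the results were seen; the other tests were not. The paper states 4979 differentially expressed genes for antagomir-21 against scramble, and 979 were found here at an unadjusted p under 0.05 from limma, with GFP exosomes in both groups. The paper's methods give P < 0.05 and name no adjustment. The gap stayed under every alternative set before the data were examined, with 2630 for every probe set as the nearest, and the highest count with an array left out was 1595. For PMs given miR-21 exosomes against antagomir-21–treated PMs the paper states 2922 and 1304 were found here. Of the alternatives set before the data were examined, every probe set (3362 probe sets, not genes) lay within 1.5 times the paper's count, and quantile normalization (1184), median centring (1240), genes above the median level (506), the mean of all probe sets (1376), the compared groups alone (1325), trended (1203) and robust (1241) eBayes, the replicate term (1295), the unpaired test (1346), the fold change minimum (1304), lipofectamine in place of scramble (1186), both controls averaged (1296) and antagomir-21 with miR-21 exosomes (965) did not.

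For *Tnfrsf19* the paper states a 1.46-fold increase with P = 0.029. With miR-21 against GFP exosomes in scramble-transfected PMs, the ratio was 0.533 here, with an unadjusted p of 0.628 from limma. The paper's text does not name the groups behind its values for *Tnfrsf19* and *Mrc1*, and scramble was used. Under each alternative giving the gene 1 value, the ratio was below 1 (0.438 after quantile normalization to 0.959 with lipofectamine in place of scramble). The p lay above the paper's in each (0.526 to 0.974). The log2 fold change of −0.91 had an SE of 1.82, so these values cannot exclude the paper's increase. The gene lies below the median level, so that filter gave no value. Of its 3 probe sets taken singly, 1 was on the paper's side, with a log2 fold change of 0.42 (SE 1.55, unadjusted p = 0.794 from limma). Leaving out scramble with miR-21 exosomes replicate 1 gave a log2 fold change of 0.58, which is on the paper's side (unadjusted p = 0.801 from limma). For *Mrc1* the paper states P = 0.036 and the unadjusted p here was 0.628 from limma, or 0.508 to 0.864 over the alternatives, all of which differ. The fold decrease of *Mrc1* was 1.37 here beside the paper's 1.69, within the limits used to call a difference. Scramble with miR-21 exosomes against antagomir-21 with GFP exosomes gave log2 fold changes of 1.83 (SE 1.82) for *Tnfrsf19* and −1.14 (SE 0.90) for *Mrc1*. These are the paper's directions. The *Tnfrsf19* arrays overlapped, at 6.12 and 9.08 against 7.81 and 3.73. Its direction turned without antagomir-21 with GFP exosomes replicate 2, with a mean of 7.60 against 7.81. The other *Tnfrsf19* probe sets were at −0.14 and 0.20. The *Mrc1* arrays did not overlap, at 10.32 and 11.56 against 12.26 and 11.90.

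The paper states that genes of the TGF-β response were higher after miR-21 silencing. Of 28 measured response genes, 14 were higher and 14 lower here. The arrays do not read mature miR-21, so how far it was silenced in these PMs is not known. For *Tgfbr1* and *Tgfbr2* the means followed the paper's directions in both steps, with log2 fold changes of 0.66 and 0.47 with antagomir-21 and −0.93 and −0.54 with miR-21 exosomes, and none passed limma's test. This rests on the probe set with the highest signal: with the mean of all probe sets *Tgfbr1* was at −0.78 with antagomir-21 and 0.24 with miR-21 exosomes, and *Tgfbr2* at 0.07 with miR-21 exosomes. Of the 3 probe sets of *Tgfbr1*, 1 was higher with antagomir-21. Those of *Tgfbr2* were at 0.47, 0.22 and −0.61 in that step.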

Other observations

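The tests of the shared arrays and of gene brightness, and the values of sensory neuron markers with an array left out, were chosen only after the results were seen. Sensory neuron markers were higher in antagomir-21–transfected PMs given miR-21 exosomes than in those given GFP exosomes, in 13 of 19 measured markers (median log2 fold change 1.69, adjusted p = 0.0561 from camera and 0.720 with an estimated correlation). *P2rx3*, an ATP receptor of nociceptors, was at a log2 signal of 8.73 ± 0.60 (SD, n = 2) against 4.54 ± 0.12 (SD, n = 2), and the heat receptor *Trpv1* and the neuronal hydrolase *Uchl1* had log2 fold changes of 4.28 (SE 1.23) and 4.2 (SE 1.38). In scramble-transfected PMs the same list had a median of −0.08 with miR-21 exosomes (adjusted p = 0.852). With antagomir-21, the list means of the arrays with miR-21 exosomes were 6.92 and 8.10, and those with GFP exosomes 6.39 and 6.29. With lipofectamine they were 5.99 and 7.64 against 7.88 and 6.58, where the arrays overlap and the rise was not seen. Without antagomir-21 with miR-21 exosomes replicate 2 the median was 0.17 (adjusted p = 0.913), and without replicate 1 it was 1.96 (0.00517). Without antagomir-21 with GFP exosomes replicate 1 and replicate 2 it was 1.33 (0.241) and 0.74 (0.182). In the first comparison, NF-κB and Toll-like receptor genes (30 of 36 lower, median −0.51), interferon-stimulated genes (34 of 41 lower, median −0.58) and heat shock and oxidative stress genes (23 of 28 lower, median −0.55) each had an adjusted p of 0.0961 from camera and 0.720 with an estimated correlation. When adjusted over the list alone, the granzyme gene *Gzma* (log2 fold change 4.46, SE 1.01) passed among T and NK cell markers and *Kmo* (4.15, SE 1.01) among dendritic cell markers. By fry's test for differences in either direction, T and NK cell markers and dendritic cell markers passed (adjusted p = 0.00679 for both).

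Over all transfections, PMs given miR-21 exosomes had lower cholesterol synthesis and uptake genes than PMs given GFP exosomes, in 18 of 20 members (median log2 fold change −0.41, adjusted p = 0.0391 from camera, 0.485 with an estimated correlation and 0.0869 after quantile normalization). *Fdps* and *Mvd*, enzymes of the mevalonate pathway, had log2 fold changes of −2.13 (SE 0.89) and −1.92 (SE 0.81), although *Fdps* was at 0.09 with the mean of all probe sets, and 0 members passed when adjusted over the list alone. The call ended without any of 7 arrays: lipofectamine with GFP exosomes replicate 2 (adjusted p = 0.109), scramble with GFP exosomes replicate 2 (0.239), antagomir-21 with GFP exosomes replicate 1 (0.124) and replicate 2 (0.0667), lipofectamine with miR-21 exosomes replicate 2 (0.206), scramble with miR-21 exosomes replicate 1 (0.265) and antagomir-21 with miR-21 exosomes replicate 2 (0.460). The semaphorin *Sema5b* was at 8.67 ± 0.72 (SD, n = 6) against 4.69 ± 0.95 (SD, n = 6), the lymphocyte receptor *Cd6* at 7.80 ± 1.13 (SD, n = 6) against 3.76 ± 0.44 (SD, n = 6), and the protease *Prss52* had a log2 fold change of 3.98 (SE 0.55), each with an adjusted p of 0.0756 from limma. *Cd6* passed after quantile normalization (3.96, adjusted p = 0.0408), and *Prss52* without antagomir-21 with miR-21 exosomes replicate 2 (4.38, adjusted p = 0.0352). *Eqtn* was lower (−3.16, SE 0.50, adjusted p = 0.162) and *Gzma* higher (3.16, SE 0.58, adjusted p = 0.277).

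Markers of other cell types showed no call in scramble-transfected PMs given miR-21 against GFP exosomes. T and NK cell markers had a median of 1.33 (9 of 14 higher, adjusted p = 0.380 from camera), mesothelial and fibroblast markers 0.85 (13 of 18 higher, 0.380) and eosinophil markers 1.06 (4 of 6 higher, 0.452), where *Prg2*, an eosinophil granule protein gene, had a log2 fold change of 4.08 (SE 1.25) and passed when adjusted over the list alone, but was at −1.71 with lipofectamine in place of scramble. With antagomir-21 against scramble under GFP exosomes, apoptosis and p53 genes had a median of 0.51 (adjusted p = 0.0666), cell cycle genes −0.25 (0.762) and chemokines and their receptors 0.12 (0.984), with a mean of −0.06 for the last, whose median turned negative after quantile normalization.

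Comparisons that the paper does not report gave the following counts from limma at an unadjusted p under 0.05, each with 0 genes at an adjusted p. Antagomir-21 against scramble with miR-21 exosomes gave 965 (417 higher, 548 lower; 990 to 1538 with an array left out), and the unpaired test gave 826, of which *Acot7* (log2 fold change 2.81, adjusted p = 0.00864) and *Ubd* (4.46, adjusted p = 0.0353) passed, named after their values were seen. Exosomes in lipofectamine gave 698 (459 higher, 239 lower, or 380 and 331 after median centring; 391 to 1808 with an array left out; 939 by the unpaired test). Scramble against lipofectamine gave 463 with GFP exosomes (265 to 1201; 715 by the unpaired test) and 1034 with miR-21 exosomes (964 to 1785; 811 by the unpaired test). The interaction gave 975 (819 to 1352). Antagomir-21 against scramble over both exosomes gave 834 (264 higher, 570 lower, or 352 and 454 after quantile normalization; 677 to 1214; 597 by the unpaired test), with *Xrcc1*, a DNA repair gene, at 3.67 (SE 0.71) and *Rex1bd* and the carbonic anhydrase *Car4* at −4.45 (SE 0.66) and −4.56 (SE 0.69).

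On separate arrays, the effects were compared across genes, which are not independent replicates. For antagomir-21 against scramble, the log2 fold changes with GFP and with miR-21 exosomes had a Pearson r of 0.019 and a Spearman rho of 0.029. The sign was the same in 51.2% of genes. The miR-21 exosomes may offset antagomir-21, so a low r does not show that its effect is absent. At an unadjusted p under 0.05 in both, 19 genes were higher and 46 lower, where 7.43 and 19.7 are expected. Among genes above the median signal 2 were higher and 0 lower, where 0.89 and 0.88 are expected. The log2 fold changes of miR-21 exosomes in scramble- and in lipofectamine-transfected PMs had an r of 0.121 and a rho of 0.117, with the same sign in 54.8%. In both, 53 genes were higher and 17 lower, where 15.9 and 5.33 are expected. Among genes above the median signal 0 were higher and 2 lower, where 0.49 and 1.13 are expected. All expected counts take the calls of both comparisons as independent. They share each gene's spread, pooled over all 6 groups, so the expected counts may be too low. No repeat of an effect can be read from these counts.

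Genes that differed with antagomir-21 had opposite differences with miR-21 exosomes, with a covariance of −1.27 across genes. The shared antagomir-21 arrays alone gave −1.12 in 50 simulations (−1.17 to −1.07), which were first read as excluding them as the only source. That reading was withdrawn after the result was seen, because the genes were simulated as independent, so a return and the shared arrays cannot be told apart. Of 60 choices of a shared group and a pair of other groups, 13 gave a covariance as far below the value the shared arrays give as the real choice, itself among the 13 (difference −0.148, most extreme other −0.310). As 9 of these 13, the real one included, share the same antagomir-21 arrays, the count decides nothing on a structure among the arrays, a reading also set after the result was seen.

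More genes were higher than lower with miR-21 exosomes over all transfections: 976 at an unadjusted p under 0.05, of which 698 were higher and 278 lower (515 and 381 after quantile normalization, 462 and 474 after median centring; 0 at an adjusted p from limma, 886 and 0 by the unpaired test). Above the median signal the share of higher genes was 53.8% (106 higher, 91 lower), and at or below it 76.0%, so noise of dim genes may account for the excess. Among 100 splits of the arrays, with the real one counted here and in the next counts, 8 had a share as far from an even split as the real one (21.5 points, highest other 37.0), so chance is not excluded. As many genes were found in 30 of 100 splits (real 976, highest other 2331), and for antagomir-21 against scramble over both exosomes in 24 of 34 (real 834, highest other 2078), so chance is not excluded there either. For exosomes, 3 of the other splits called up to 2 genes at an adjusted p.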
